# Circadian clock control of MRTF/SRF pathway suppresses beige adipocyte thermogenic recruitment

**DOI:** 10.1093/jmcb/mjac079

**Published:** 2022-12-29

**Authors:** Xuekai Xiong, Weini Li, Ruya Liu, Pradip Saha, Vijay Yechoor, Ke Ma

**Keywords:** circadian rhythm, actin cytoskeleton, adipocyte differentiation, thermogenesis, energy balance, glucose metabolism, insulin sensitivity

## Abstract

The morphological transformation of adipogenic progenitors into mature adipocytes requires dissolution of actin cytoskeleton with loss of myocardin-related transcription factor (MRTF)/serum response factor (SRF) activity. Circadian clock confers temporal control in adipogenic differentiation, while the actin cytoskeleton–MRTF/SRF signaling transduces extracellular physical niche cues. Here, we define a novel circadian transcriptional control involved in actin cytoskeleton–MRTF/SRF signaling cascade that modulates beige fat thermogenic function. Key components of actin dynamic–MRTF/SRF pathway display circadian regulation in beige fat depot. The core clock regulator, brain and muscle arnt-like 1 (Bmal1), exerts direct transcriptional control of genes within the actin dynamic–MRTF/SRF cascade that impacts actin cytoskeleton organization and SRF activity. Employing beige fat-selective gene-targeting models together with pharmacological rescues, we further demonstrate that *Bmal1* inhibits beige adipogenesis and thermogenic capacity *in vivo* via the MRTF/SRF pathway. Selective ablation of *Bmal1* induces beigeing with improved glucose homeostasis, whereas its targeted overexpression attenuates thermogenic induction resulting in obesity. Collectively, our findings identify the clock–MRTF/SRF regulatory axis as an inhibitory mechanism of beige fat thermogenic recruitment with significant contribution to systemic metabolic homeostasis.

## Introduction

The development of mature adipocytes from adipogenic progenitors is characterized by drastic morphological transformation into a lipid-laden spherical shape from fibroblast-like morphology (Spiegelman and Farmer, 1982; Rodriguez Fernandez and Ben-Ze'ev, 1989; Kanzaki and Pessin, 2001). This process requires extensive intracellular actin cytoskeleton remodeling with dissolution of filamentous actin (F-actin) stress fibers that precedes lipid accumulation. Serum response factor (SRF) and its co-activator, myocardin-related transcription factor-A/B (MRTF-A/B, also known as MKL1/2), mediate the transcriptional response to actin dynamic that alters the ratio between monomeric globular actin (G-actin) and polymerized F-actin (Miralles et al., 2003; Olson and Nordheim, 2010). Besides its established role in driving distinct muscle lineage development (Wang et al., 2002, 2004; Li et al., 2005), progressive loss of MRTF/SRF activity is required for cytoskeleton reorganization that enables adipogenic induction during adipocyte formation (Spiegelman and Farmer, 1982; Liu et al., 2020). Recent studies indicate that MRTF/SRF suppresses mesenchymal precursor commitment to beige adipocyte lineage that possesses inducible thermogenic capacity, with loss of MRTF-A leading to browning of beige fat depot (McDonald et al., 2015; Rosenwald et al., 2017; Liu et al., 2020).

Functionally distinct adipose depots, including the visceral white, thermogenic brown, and beige adipose tissues, play specific roles in energy homeostasis (Wu et al., 2012; Sidossis and Kajimura, 2015; Cohen and Kajimura, 2021). While white adipocytes in visceral depots specialize in lipid storage, beige adipocytes residing in subcutaneous depots possess cold-inducible thermogenic activities for energy dissipation. This thermogenic property involves uncoupled mitochondrial respiration mediated by uncoupling protein 1 (UCP1) upon cold exposure or β-adrenergic stimulation. Exploring regulatory pathways to expand or activate the energy-dissipating capacity of beige fat may promote energy balance to protect against obesity (Boss and Farmer, 2012; Stanford et al., 2013). The recent discovery of the inhibitory effect of MRTF/SRF on beige adipogenesis suggests that this regulatory cascade could be targeted to augment beige fat capacity.

The circadian clock is a hierarchical system consisting of the central clock located in the suprachiasmatic nuclei and cell-autonomous peripheral clocks in nearly all tissues and cells (Takahashi, 2017; Finger et al., 2020). The central clock receives daily light signal transmitted from retina, which entrains the clock circuits in peripheral tissues under normal physiological conditions. A transcriptional negative feedback loop, coupled with translational and post-translational regulations, underlies the ∼24 h rhythmic oscillations in the central and peripheral clock circuits (Takahashi, 2017). Clock transcription activators, brain and muscle arnt-like 1 (Bmal1) and circadian locomotor output cycles kaput (CLOCK), form a heterodimer that activates the transcription of their repressors, the *Period* and *Cryptochrome* genes, with resultant Per/Cry-mediated repression of Bmal1/CLOCK constituting the negative feedback for clock oscillation. Rev-erbα and ROR-mediated *Bmal1* rhythmic expression re-enforces the core clock mechanism. Tissue-intrinsic clock circuits confer temporal control to metabolic pathways to orchestrate metabolic homeostasis (Panda et al., 2002), and their dysregulation predispose to the development of obesity and insulin resistance (Turek et al., 2005; Scheer et al., 2009; Xiong et al., 2021). Cell-autonomous peripheral clocks are present in adipose depots (Zvonic et al., 2006; Wu et al., 2007; Otway et al., 2009), and core clock components are involved in adipogenesis (Grimaldi et al., 2010; Guo et al., 2012). The essential core clock transcription activator Bmal1 inhibits differentiation of white and brown adipocytes (Guo et al., 2012; Nam et al., 2015b), while its repressor protein Rev-erbα (Nr1d1) promotes brown adipogenesis (Nam et al., 2015a).

In response to cell-surface cues, an intricate signaling cascade stimulates polymerization of monomeric G-actin to form F-actin that lowers effective actin monomer concentration (Miralles et al., 2003; Olson and Nordheim, 2010). Subsequent release of MRTF-A/B from sequestration by G-actin leads to its nuclear translocation to activate SRF-mediated transcription that drives fundamental cellular behaviors involving cytoskeleton, including adhesion, migration, and differentiation in developmental processes. Intriguingly, cyclic cues from serum stimulate actin remodeling in the liver and G-actin to F-actin ratio entrains clock, connecting actin dynamics with clock modulation (Gerber et al., 2013; Esnault et al., 2014). Whether circadian clock directly impacts actin cytoskeleton remains unknown, and mechanisms modulating MRTF/SRF activity besides actin dynamics is limited. In the current study, we identify that the actin cytoskeleton–MRTF/SRF signaling cascade is under direct transcriptional control of circadian clock, and this mechanism underlies clock modulation of beige fat thermogenic capacity.

## Results

### Bmal1 modulates actin cytoskeleton organization and exerts transcriptional control of actin–MRFT/SRF signaling pathway

C3H10T1/2 are mesenchymal stem cells capable of beige adipocyte lineage commitment (Tseng et al., 2008). In these mesenchymal beige precursors with loss- and gain-of-function of *Bmal1* (Nam et al., 2015b), we found striking changes in cell shape with altered actin cytoskeleton organization as shown by Phalloidin staining of F-actin (Figure 1A), with the quantification of F-actin staining cell area shown in Supplementary Figure S1A. Inhibition of *Bmal1* by stable shRNA silencing (*shBM*) reduced cell size and the abundance of polymerized F-actin. In contrast, *Bmal1* overexpression (*BMO/E*) augmented actin stress fibers with enlarged size. Global transcriptomics profiling by microarray in *shBM* and scramble control (*shSC)* C3H10T1/2 cells revealed, in addition to known clock-regulated metabolic and cancer-associated processes, enrichment of differentially regulated pathways related to cytoskeleton modulation, including focal adhesion, adherent junctions, actin cytoskeleton, and cytokine-receptor interaction (Figure 1B; Supplementary Figure S1B). Real-time quantitative polymerase chain reaction (RT-qPCR) analysis validated that various components involved in the cytoskeleton–MRTF/SRF signaling cascade were down-regulated with silencing of *Bmal1. Srf* transcript was reduced to ∼50% of *shSC* (Figure 1C). Expression of known MRTF/SRF target genes, *vinculin* (*Vcl*), *connective tissue growth factor* (*Ctgf* ), and *four-and-a-half-LIM-domain protein-1* (*Fhl1*) and *Fhl2*, were markedly decreased, suggesting attenuated SRF activity. SRF protein was reduced in cells with *Bmal1* silencing in the presence or absence of serum stimulation (Figure 1D), whereas overexpression elevated SRF protein level (Figure 1E). Analysis of SRF activity by an SRF response element (SRE)-driven luciferase reporter (SRE-Luc) revealed *Bmal1* modulation of SRF-mediated transcription, with *Bmal1* knockdown significantly attenuating (Figure 1F) and forced expression enhancing luciferase activity (Figure 1G). In *Bmal1*-deficient C3H10T1/2 cells at Day 9 of beige differentiation, actin filament was nearly lost with weak vinculin staining, whereas F-actin and vinculin-stained focal adhesions remained largely maintained in cells with *Bmal1* overexpression (Figure 1H). Prominent loss of F-actin organization and focal adhesion contact by vinculin staining was observed throughout the beige differentiation time course in *shBM* as compared to *shSC* controls (Supplementary Figure S1C and D).

**Figure 1:**
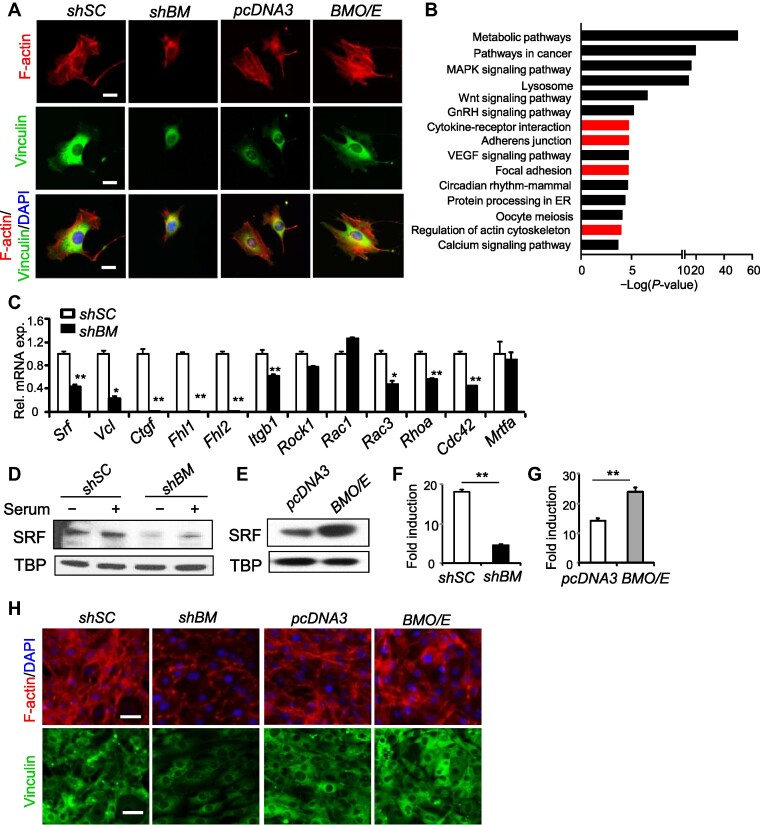
Bmal1 regulates the actin cytoskeleton and MRTF/SRF signaling pathway. (**A**) Representative confocal images of F-actin staining by phalloidin (red) and vinculin immunostaining (green) in C3H10T1/2 cells containing stable expression of shRNA of scrambled control (*shSC*) and Bmal1 (*shBM*), or *pcDNA3* and Bmal1 cDNA (*BMO/E)*. Scale bar, 25 μm. (**B**) KEGG analysis of enriched pathways of differentially expressed genes in *shBM* vs. *shSC* C3H10T1/2 cells (*n* = 3). Pathways related to actin cytoskeleton are highlighted in red. (**C**) RT-qPCR analysis of cytoskeleton and SRF-related genes in *shSC* or *shBM* C3H10T1/2 cells (*n* = 4). (**D** and **E**) Immunoblot analysis of SRF with or without serum stimulation in *shSC* and *shBM* (**D**) or *pcDNA3* and *BMO/E* cells (**E**). (**F** and **G**) Luciferase reporter assay of SRF activity in response to serum in *shSC* and *shBM* (**F**) or *pcDNA3* and *BMO/E* cells (**G**). Values were expressed as fold induction of serum stimulation over basal control without serum. **P ≤ 0.01 vs. respective controls (*n* = 4). (**H**) Representative images of F-actin and vinculin staining in *shSC* and *shBM*, or *pcDNA3* and *BMO/E* cells at Day 9 of C3H10T1/2 beige adipogenic differentiation. Scale bar, 100 μm.

These findings led us to explore whether Bmal1 exerts direct transcriptional control of genes within the actin cytoskeleton–MRTF/SRF cascade. Screening for putative Bmal1-binding sites of E- or E’-box elements (Rey et al., 2011; Chatterjee et al., 2013) within *cis-*regulatory regions identified several candidate targets within this pathway. Chromatin immunoprecipitation (ChIP)–qPCR analysis revealed enriched Bmal1 chromatin occupancies of proximal promoters of genes involved in cytoskeleton–SRF regulation, including *Srf, Vcl, Ctgf, Fhl1*, and *Fhl2* (Figure 2A), although they were comparatively less robust than that of a *Rev-erb*α promoter E-box. This finding of SRF and its target genes under the direct transcriptional control of Bmal1 suggests potential cooperativity between SRF and circadian regulation of these genes in beige fat. In *Bmal1*-deficient C3H10T1/2 cells, Bmal1 occupancies were mostly abolished to a similar degree as IgG control. To determine whether Bmal1 transcriptional regulation confers circadian oscillation of identified targets in cytoskeleton dynamics, we performed serum shock synchronization (Chatterjee et al., 2013), with induction of *Bmal1* rhythm that was significantly dampened in *shBM* cells across two circadian cycles, as expected (Figure 2B). Similar serum shock-induced oscillatory profiles were observed in *Srf* and MRTF/SRF target genes, *Vcl* and *Fhl*, accompanied with attenuation by

*Bmal1* inhibition. In inguinal subcutaneous white adipose tissue (iWAT), the representative beige adipose depot, SRF, and MRTF-A protein displayed daily rhythmicity with peak levels detected at early morning time point, which was in phase with Bmal1 expression (Figure 2C and D). MRTF-B expression was largely undetectable in iWAT at the circadian time points examined (Supplementary Figure S2A and B). CLOCK protein peak was detected at zeitgeber time (ZT)11, which overlapped with high Bmal1 levels between ZT7 and ZT15 but with a ∼4-h delay in peak expression (Supplementary Figure S2C).

**Figure 2:**
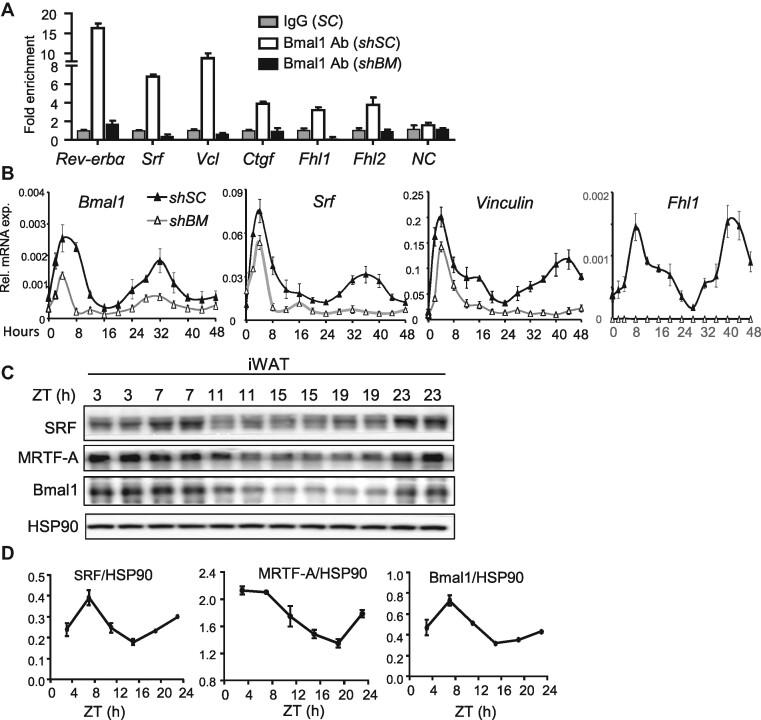
Bmal1 exerts direct transcriptional control of the cytoskeleton–MRTF/SRF pathway. (**A**) ChIP–qPCR analysis of Bmal1 chromatin occupancy on regulatory regions of MRTF/SRF pathway genes in *shSC* and *shBM* C3H10T1/2 cells. Values were calculated as percentages of input and normalized to IgG controls (*n* = 4). *NC*, negative control of *Rev-erb*α promoter upstream primers. (**B**) RT-qPCR analysis of circadian expression induced by serum shock every 4 h for 48 h in *shSC* and *shBM* C3H10T1/2 cells (*n* = 3). (**C** and **D**) Immunoblot analysis (**C**) with quantitation (**D**) of circadian expression of SRF and MRTF-A protein in iWAT of 10- to 12-week-old female mice for 24 h. Each time point represents a pooled sample of *n* = 4–5 mice.

### Selective ablation of Bmal1 in beige adipose tissue promotes browning

Prx1-Cre selectively targets subcutaneous beige adipose tissue progenitors and mature adipocytes without visceral white adipose or interscapular brown adipose tissue (BAT) involvement (Jeffery et al., 2014; Krueger et al., 2014; Sanchez-Gurmaches et al., 2015). To determine the role of the Bmal1–actin–MRTF/SRF regulatory axis in beige adipocyte development *in vivo*, we generated a mouse model with beige fat-selective *Bmal1* ablation using floxed *Bmal1* (BM^fl/fl^) and Prx1-Cre transgenic mice. In Prx1-Cre^+^/BM^fl/fl^ (*bBMKO*) mice, as compared to Prx1-Cre^–^/BM^fl/fl^ (*bBMCtr*) littermate controls, Bmal1 protein was absence in beige depot iWAT but not in gonadal/visceral classical white adipose tissue (gWAT), BAT, or the liver (Figure 3A). Loss of *Bmal1* transcript was corroborated in iWAT, together with attenuated expression of the Bmal1 target gene *Rev-erb*α (Figure 3B). Notably, relative to *bBMCtr*, iWAT of 6-week-old *bBMKO* mice displayed mitochondria-rich cytoplasmic staining and multi-locular lipid droplets indictive of beigeing (Figure 3C, upper panel), and UCP1 level was elevated as indicated by immunostaining (Figure 3C, lower panel). Consistent with the beigeing phenotype, RNA sequencing (RNA-seq) profiling revealed marked up-regulation of mitochondria-related processes in *bBMKO* iWAT (Figure 3D). 

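Arntl, the gene of the clock transcription factor Bmal1, lies on chromosome 7 of mm10 from 113207465 to 113314126. It was read at 10.7, 7.57 and 3.77 CPM (counts scaled to the normalized library size) in the 3 libraries of inguinal white adipose tissue (iWAT) labelled bBMCtr at ambient temperature and at 13.5, 16.9 and 18.2 CPM in the 3 labelled bBMKO. In the cold it was at 8.25, 7.93 and 6.13 CPM in those labelled bBMCtr and at 18.9, 17.6 and 19.6 CPM in those labelled bBMKO. At each temperature every library labelled bBMKO was above every library labelled bBMCtr, with a log2 fold change of 1.14 (standard error 0.30, adjusted p = 0.0638) at ambient temperature and 1.33 (standard error 0.30, adjusted p = 0.0101) in the cold by edgeR's quasi-likelihood test. These counts cover the whole gene, with the exons outside the floxed part, so they do not separate a deleted from an intact transcript and check none of the labels. The paper's own immunoblot and RT-qPCR (Figure 3A and B) run the other way and report loss of Bmal1 in bBMKO iWAT. The ambient difference in Arntl no longer passed when only the 2 ambient groups were fitted (1.09). Nr1d1 (Rev-erbα), a repressor that Bmal1 induces, fell by 0.90 on the log2 scale at ambient temperature (adjusted p = 0.00424) and fell by 1.58 in the cold (adjusted p = 6.94e-05). The paper reports lower Rev-erbα in bBMKO iWAT too (Figure 3B). The names bBMCtr and bBMKO stand below for libraries with these labels, and every direction between genotypes rests on the labels.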

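The RNA-seq covered 4 groups with 3 mice each and 1 library per mouse: bBMCtr and bBMKO at ambient temperature, and both genotypes after cold acclimation. bBMKO mice carry floxed Bmal1 and Prx1-Cre, and bBMCtr mice the floxed alleles without Cre. Ambient temperature is 21 °C in the paper's methods and 22 °C in the sample records, and cold acclimation was at 10 °C for 2 weeks in both. The legends describe mice of 6 weeks at ZT3, and the methods give 10 to 12 weeks for cold acclimation. The legends name male mice for Figure 3D and female mice for Figure 4F. Xist, transcribed from the inactive X chromosome of females, was at 1310 CPM or more in all 6 ambient libraries and at 2.98 CPM or less in all 6 cold libraries. The Y-linked gene Ddx3y was at 97.2 CPM or more in the cold libraries and at 4.53 CPM or less in the ambient ones, where the highest value is that of bBMKO replicate 2 and the next is 0.0482 CPM. Each comparison of cold with ambient libraries is therefore also one between libraries with Y-linked and libraries with Xist expression. An interaction of genotype with cold is likewise also one of genotype with sex. The files hold 17887795 to 19277852 (median 17941643) counts per library in ambient bBMCtr, 19697101 to 21436282 (median 20200315) in ambient bBMKO, 18503247 to 20011515 (median 19124170) in cold bBMCtr and 19034953 to 20040304 (median 19684153) in cold bBMKO. The authors aligned the reads to mm10 with STAR, counted unique reads per gene with HTSeq-count on GENCODE annotations, made log2(FPKM + 0.1) values and took p-values from DESeq2. Here the deposited counts were scaled by TMM and fitted in edgeR over all 12 libraries, for the 15413 of 24091 genes with an FPKM over 0.1 in at least 50% of the libraries. A gene is said to rise or fall where it passed the thresholds of the paper's methods: a fold change over 1.5, an unadjusted p under 0.05 and a Benjamini-Hochberg adjusted p under 0.25. Lists of genes, fixed before the data were examined, stand in for the paper's KEGG and Ingenuity terms, which were not used here. Each list was tested with camera at a preset correlation between genes of 0.01 and was called at an adjusted p under 0.05.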

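Genes of mitochondrial respiration were higher in iWAT labelled bBMKO than in iWAT labelled bBMCtr at ambient temperature. All 78 nuclear genes for subunits of the respiratory chain and ATP synthase had a positive log2 fold change, with a median of 0.43. Of these, 7 rose and none fell (7 rose when adjusted over the list alone). Ndufv3, a subunit of complex I on chromosome 17 of mm10 from 31520115 to 31531325, was at 76.5 ± 7.41 CPM (SD, n = 3 mice) in bBMCtr and at 160 ± 14.8 CPM in bBMKO, a log2 fold change of 1.07 (standard error 0.12, adjusted p = 0.00137) by edgeR's quasi-likelihood test. Ndufb3 and Ndufab1, also of complex I, rose by 0.80 (adjusted p = 0.0153) and 0.98 (adjusted p = 0.0418). Of 18 genes for the tricarboxylic acid cycle and the enzymes that feed it, 3 rose and none fell (3 when adjusted over the list alone), at a median of 0.39. Among them were Pcx, pyruvate carboxylase, at 0.97 (adjusted p = 0.0899), and Idh3a, a subunit of isocitrate dehydrogenase, at 0.85 (adjusted p = 0.0983). Of 28 genes of mitochondrial translation, 27 had a positive log2 fold change, but none passed the thresholds in edgeR, DESeq2 or limma or when adjusted over the list alone, and 11 had an unadjusted p under 0.05. The log2 fold changes of Mrps34 and Mrpl20 in this list were 0.39 (adjusted p = 0.0101) and 0.50 (adjusted p = 0.023).

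Camera called all 3 lists higher, at an adjusted p of 4.39e-19 for the respiratory chain, 6.61e-05 for the tricarboxylic acid cycle and 5.12e-07 for mitochondrial translation. With an estimated correlation the adjusted p was 0.592, 0.647 and 0.592. Markers of skeletal muscle, a tissue rich in mitochondria, had a mean log2 CPM of 1.96, 6.29 and 7.57 in bBMCtr replicates 1 to 3 and 6.59, 6.14 and 2.26 in bBMKO replicates 1 to 3. Lymphocyte markers had a mean log2 CPM of 6.79, 5.46 and 1.15 in bBMCtr and 1.06, 1.87 and 5.03 in bBMKO. The call of Pcx ended without ambient bBMKO replicate 1 (0.84), and that of Idh3a without it (0.67) or without ambient bBMCtr replicate 1 (0.71). The paper sets the mitochondrial genes (Figure 3D) beside the lipid droplets and UCP1 staining of the same depot (Figure 3C) as part of a beigeing phenotype after loss of Bmal1.

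**Figure D1:**
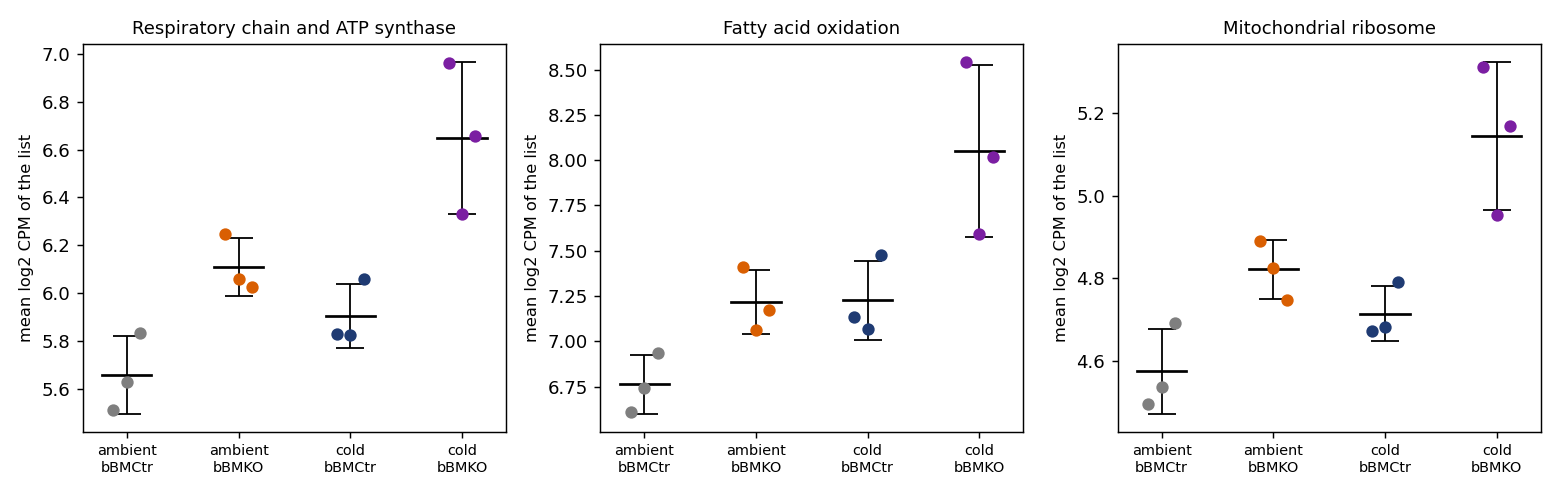
Mean log2 CPM of nuclear genes of the respiratory chain, of fatty acid oxidation and of mitochondrial translation in each iWAT library (points), by group, with the group mean (line) and SD (bar, n = 3 mice). In the panel of the respiratory chain, the 3 ambient bBMKO libraries lie between 6.03 and 6.25, above the highest ambient bBMCtr library at 5.83.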

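At ambient temperature, genes of fatty acid and sterol metabolism were higher in iWAT labelled bBMKO than in iWAT labelled bBMCtr. Of 28 genes of fatty acid oxidation, 8 rose and none fell (8 when adjusted over the list alone). Ech1, an enoyl-CoA isomerase, went from 171 ± 10.5 CPM to 295 ± 18.1 CPM (SD, n = 3 mice), a log2 fold change of 0.79 (standard error 0.12, adjusted p = 0.00566) in edgeR. Echs1, an enoyl-CoA hydratase, rose by 0.67 (adjusted p = 0.0316), and Acaa1b, a peroxisomal thiolase whose paralog Acaa1a may share its reads, by 1.21 (adjusted p = 0.0374). Of 25 genes of fatty acid and triglyceride synthesis, 5 rose and none fell (5 when adjusted over the list alone), among them Dgat1, which completes triglycerides, at 0.72 (adjusted p = 0.0391) and the phosphatidate phosphatase Lpin1 at 0.85 (adjusted p = 0.0626). Of 18 genes of sterol synthesis, 6 rose and none fell (6 when adjusted over the list alone). Hmgcs1, the cytosolic HMG-CoA synthase, went from 101 ± 2.56 CPM to 505 ± 70.7 CPM, a log2 fold change of 2.32 (standard error 0.11, adjusted p = 4.75e-06), and Insig1, which retains the sterol sensor in the endoplasmic reticulum, rose by 1.29 (adjusted p = 0.0468). The median log2 fold changes were 0.45, 0.45 and 0.43, with adjusted p of 2.97e-06, 0.000103 and 0.0042 from camera. With an estimated correlation the adjusted p was 0.647, 0.648 and 0.677. The call of Echs1 ended without ambient bBMCtr replicate 1 (0.55), and that of sterol synthesis with the mean of the lymphocyte markers as a covariate, an alternative chosen after seeing the data (adjusted p = 0.106).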

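Of 28 genes of brown and beige thermogenesis, 8 rose in iWAT labelled bBMKO at ambient temperature and 1, Tnfrsf9, fell (the same counts when adjusted over the list alone). Dio2, the deiodinase that activates thyroid hormone, rose by 2.73 (standard error 0.49, adjusted p = 0.0139) from 3.39 to 22.5 CPM. Kcnk3, a potassium channel, rose by 1.04 (adjusted p = 0.101), and Cox8b, a cytochrome oxidase subunit of muscle and brown fat, by 1.33 (adjusted p = 0.116). Prdm16, a regulator of beige fate, had 0.01 (adjusted p = 0.954) and did not pass. The list had a median of 0.35 and an adjusted p of 0.0231 from camera (0.697 as the adjusted p with an estimated correlation). This call ended without ambient bBMCtr replicate 2 (adjusted p = 0.0601), bBMCtr replicate 3 (0.0884) or bBMKO replicate 1 (0.143). The call of Kcnk3 ended without ambient bBMCtr replicate 1 (0.88) or bBMKO replicate 1 (0.84), and that of Cox8b without bBMCtr replicate 1 (1.30), bBMCtr replicate 2 (1.15) or bBMKO replicate 1 (1.12).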

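In bBMCtr iWAT, 13 of the thermogenic genes rose with cold and 1 fell (13 and 1 when adjusted over the list alone), at a median of 0.73 and an adjusted p of 4.01e-05 from camera (0.471 as the adjusted p with an estimated correlation). Ppargc1a, a coactivator of mitochondrial biogenesis, rose by 1.19 (standard error 0.18, adjusted p = 0.00133), Prdm16 by 0.67 (adjusted p = 0.00139) and Plin5, a lipid droplet protein, by 1.57 (adjusted p = 0.0408). Cited1 fell by 8.20 on the log2 scale (adjusted p = 0.000963). Of the genes of fatty acid oxidation, 7 rose with cold and none fell (7 when adjusted over the list alone), at a median of 0.48 and an adjusted p of 1.26e-05 (0.614 as the adjusted p with an estimated correlation). Ech1 and Acadm, the medium-chain acyl-CoA dehydrogenase, rose by 0.71 (adjusted p = 0.00209) and 0.84 (adjusted p = 0.0145). Of the genes of fatty acid and triglyceride synthesis, 2 rose and 4 fell (the same counts when adjusted over the list alone), with an adjusted p of 0.939. Of the respiratory chain genes, 1 rose, Cox8b, and none when adjusted over the list alone, at a median of 0.215 and an adjusted p of 1.94e-06 (0.647 as the adjusted p with an estimated correlation). Xist differed between the same libraries by −10.60 on the log2 scale. With the mean of mammary epithelial markers as a covariate, which lies apart in the cold and ambient groups, none of these list calls held (adjusted p = 0.836 for thermogenesis, 0.543 for fatty acid oxidation and 0.342 for the respiratory chain), though the medians did not shrink (0.83, 1.02 and 0.66). In that fit Plin5 and Cited1 turned direction (−2.20 and 0.30, with standard errors of 3.87 and 12.51), and the calls of Ppargc1a (2.40), Prdm16 (0.76), Ech1 (1.02) and Acadm (1.02) ended.

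Genes higher in ambient libraries labelled bBMKO and genes higher in cold bBMCtr, each against ambient bBMCtr, had 145 members in common, where independent lists of those sizes would share 20.8. Unchanged groups simulated against the same controls shared 0 or 1 in 20 draws. They hold no changed genes, so that number gives no baseline for lists of these sizes. In opposite directions lay 101 genes. Both comparisons use the 3 ambient bBMCtr libraries, which are too few to split, so part of the excess may come from the shared controls. Across the 15413 genes, which are not independent replicates, the log2 fold changes had r = 0.0677 and a covariance of 0.0442. Unchanged groups simulated against the same controls gave r = 0.508 and a covariance of 0.0747 (0.0657 to 0.0842 in 20 draws). The mean genotype effect and the mean cold effect, which are orthogonal over the 4 groups, had a covariance of 0.11 where simulated groups gave 0.000544, and 220 genes higher in both (46.7 for independent lists). Simulated genes were drawn singly and lack the correlation between genes of real libraries. Covariances between real unchanged groups could spread more widely, so the simulated values cannot decide on chance. Without ambient bBMCtr replicate 1, r was 0.196, with 84 genes higher in both (19.9 for independent lists), and without replicate 2, r was 0.119 and the covariance 0.0844.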

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis identified that fatty acid and lipid metabolism were among the top enriched pathways (Figure 3E), and these processes overlapped with the metabolic signature induced by cold acclimation (Figure 3F), suggesting that the metabolic phenotype of *Bmal1-*deficient beige fat resembles cold-induced thermogenic induction. Indeed, thermogenic and adipogenic genes were induced in *bBMKO* iWAT, with ∼4- to 6-fold up-regulation of *Ucp1, Cebpb*, and *Ppar*γ (Figure 3G). UCP1 protein was markedly elevated in *Bmal1*-deficient iWAT under ambient temperature, with further induction by cold (Figure 3H; Supplementary Figure S3A). PGC-1α was moderately increased in *bBMKO*, while C/EBPα and PPARγ trended toward lower levels as compared to controls.

**Figure 3:**
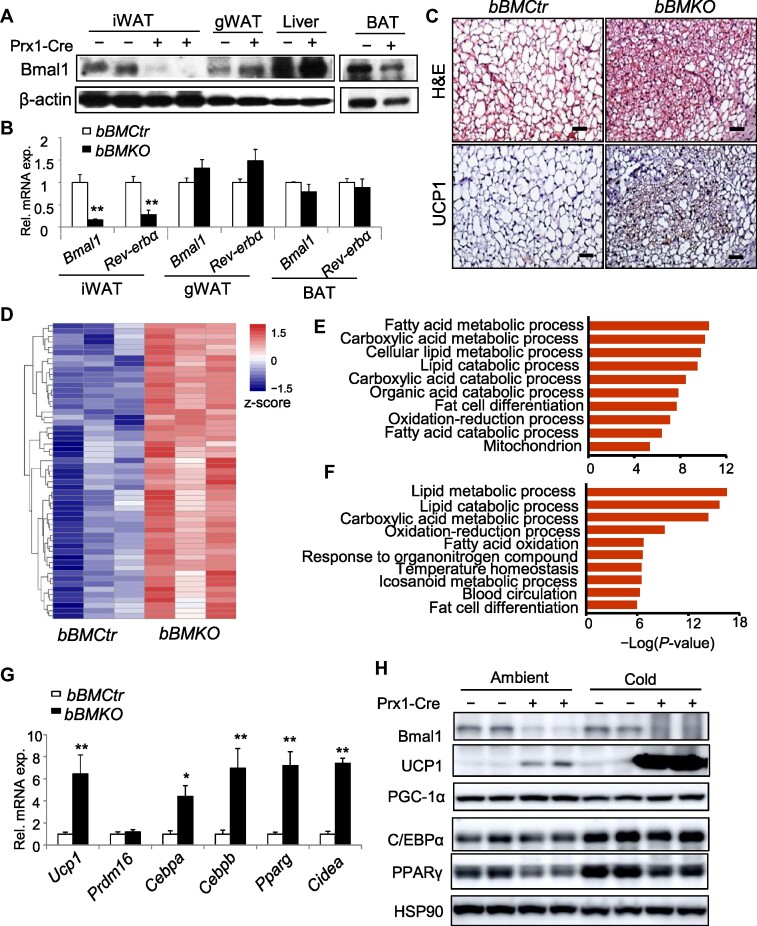
Selective ablation of *Bmal1* induces browning of beige fat. (**A** and **B**) Analysis of Bmal1 protein (**A**) and *Bmal1* mRNA (**B**) levels in fat depots and the liver of 8-week-old male *bBMCtr* and *bBMKO* mice at ZT3. (**C**) Representative images of H&E histology (upper panels) with UCP1 immunostaining (lower panels) of iWAT in 6-week-old male *bBMCtr* and *bBMKO* mice at ZT3. (**D**) Heatmap representation of up-regulated genes in mitochondria-related processes in iWAT from 6-week-old male *bBMKO* mice as compared to *bBMCtr* by RNA-seq analysis. (**E** and **F**) KEGG analysis of up-regulated pathways in *bBMKO* iWAT as compared to *bBMCtr* mice under ambient condition (**E**) and cold acclimation-induced pathways as compared to ambient condition in *bBMCtr* mice (**F**). *n* = 3/group. (**G**) RT-qPCR analysis of thermogenic and adipogenic genes in 6-week-old *bBMKO* and *bBMCtr* mice under ambient condition (*n* = 5/group). (**H**) Immunoblot analysis of thermogenic protein expression in iWAT of 8-week-old female *bBMCtr and bBMKO* mice under ambient or cold acclimation, with quantification shown in Supplementary Figure S3A. Each lane represents a pooled sample of *n* = 3–4 mice.

### Bmal1 deficiency in beige fat improves metabolic homeostasis

Given the metabolic benefit of inducible beige fat thermogenic activity, we next tested whether *Bmal1* ablation*-*induced beigeing is sufficient to improve energy balance. Loss of *Bmal1* in beige fat did not alter body weight or total fat mass in 8-week-old mice (Supplementary Figure S3B and C). By 6 months of age, however, *bBMKO* mice displayed significantly reduced body weight with ∼40% lower fat mass relative to littermate controls (Figure 4A). Both iWAT and gWAT were decreased, but not BAT (Figure 4B). *Bmal1*-deficient iWAT maintained enhanced beige characteristics at this age as compared to age-matched *bBMCtr* with smaller adipocytes in iWAT and gWAT (Figure 4C), suggesting cumulative effects of beigeing on energy balance with beige-selective *Bmal1* ablation. *bBMKO* mice at ambient temperature displayed a tendency toward higher oxygen consumption, which became significantly elevated compared to controls following cold acclimation at 12°C (Figure 4D and E). 

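Of 20 genes of lipolysis and triglyceride breakdown, 6 rose in iWAT labelled bBMKO at ambient temperature and none fell (6 when adjusted over the list alone). They include Mgll, the monoglyceride lipase, at 0.75 (adjusted p = 0.0313), Aqp7, the glycerol channel of fat cells, at 0.80 (adjusted p = 0.0101), and Pnpla3, a patatin-like lipase, at 1.48 (adjusted p = 0.012). G0s2, which inhibits the triglyceride lipase Pnpla2, rose too, by 1.02 (standard error 0.14, adjusted p = 0.00482). In the cold, 8 genes were higher in bBMKO than in bBMCtr and 1, the carboxylesterase Ces1d, was lower (8 and 1 when adjusted over the list alone), with 1.12 (adjusted p = 0.000969) for G0s2 and 0.99 (adjusted p = 0.00118) for Aqp7. Between cold and ambient libraries, 13 of these genes were higher in the cold in bBMCtr and 13 in bBMKO, and none was lower (13 and 13 when adjusted over the list alone). Plin1, which coats lipid droplets, rose with cold by 0.73 (adjusted p = 0.00621) in bBMCtr and 0.85 (adjusted p = 0.00231) in bBMKO, Lipe, the hormone-sensitive lipase, by 0.69 (adjusted p = 0.00648) and 0.92 (adjusted p = 0.00101), and Aqp7 by 0.74 (adjusted p = 0.00409) and 0.93 (adjusted p = 0.000853). The list's adjusted p from camera was 2.22e-05 and 0.00287 between genotypes at ambient temperature and in the cold, and 7.08e-08 and 2.1e-06 between temperatures in bBMCtr and bBMKO. The median log2 fold changes were 0.49, 0.55, 0.64 and 0.67 in the same order. With an estimated correlation the adjusted p was 0.592, 0.567, 0.405 and 0.468. With the mean of mammary epithelial markers as a covariate, which does not overlap between temperatures, the calls of Plin1 in bBMCtr (2.69) and of Lipe (1.82 and 2.04) and Aqp7 (2.06 and 2.24) in both genotypes ended at larger fold changes. The difference between the genotype effects in the cold and at ambient temperature, tested as an interaction, had a median of 0.08 and an adjusted p of 0.837, and none of the list's genes passed it in edgeR, DESeq2 or limma, had an unadjusted p under 0.05 or passed when adjusted over the list alone.

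Of the 28 genes of fatty acid oxidation, 22 were higher and none was lower in cold libraries labelled bBMKO than in cold bBMCtr, and 22 rose with cold in bBMKO and none fell (22 and 22 when adjusted over the list alone). Ech1 had 1.14 (adjusted p = 0.000275) between genotypes in the cold and 1.06 (adjusted p = 0.000139) with cold in bBMKO, and Acadm had 1.11 (adjusted p = 0.00374) and 1.19 (adjusted p = 0.00192). The list's median was 0.85 (adjusted p = 4.58e-07 from camera) and 0.89 (adjusted p = 3.67e-08). With an estimated correlation the adjusted p was 0.558 and 0.468, and with the mammary marker mean as a covariate that of the second comparison was 0.341, at a larger median of 1.37, and the calls of Ech1 (1.37) and Acadm (1.36) ended there too. Of the respiratory chain genes, 69 of 78 were higher in cold bBMKO than in cold bBMCtr and none was lower (69 when adjusted over the list alone), at a median of 0.76 and an adjusted p of 7.32e-19 (0.558 as the adjusted p with an estimated correlation). Ndufv3 had 1.23 (adjusted p = 0.000232) and Ndufb3 0.97 (adjusted p = 0.00194). Of the thermogenic genes, 12 were higher in cold bBMKO and 1 was lower (12 and 1 when adjusted over the list alone), at a median of 1.11 and an adjusted p of 0.00301 (0.567 as the adjusted p with an estimated correlation). Markers of skeletal muscle, which also uses these genes, had a mean log2 CPM of 2.93, 4.82 and 7.43 in cold bBMCtr replicates 1 to 3 and 6.96, 8.60 and 6.95 in cold bBMKO replicates 1 to 3. Lymphocyte markers were lower in cold bBMKO, at a median of −5.08 (adjusted p = 1.15e-07, 0.558 as the adjusted p with an estimated correlation), and with their mean as a covariate, chosen after seeing the data, 617 genes in place of 1491 were called higher in cold bBMKO. The calls of the 3 lists between genotypes in the cold held with the lymphocyte mean (medians 0.78, 0.60 and 1.02) and with the muscle mean (0.78, 0.69 and 0.95). The lymphocyte mean does not overlap between the cold genotypes, so that fit extrapolates.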

Marked inductions of lipid catabolic processes in *Bmal1*-deficient iWAT at ambient temperature with stimulation by cold from RNA-seq analysis further corroborated these findings (Figure 4F).

**Figure 4:**
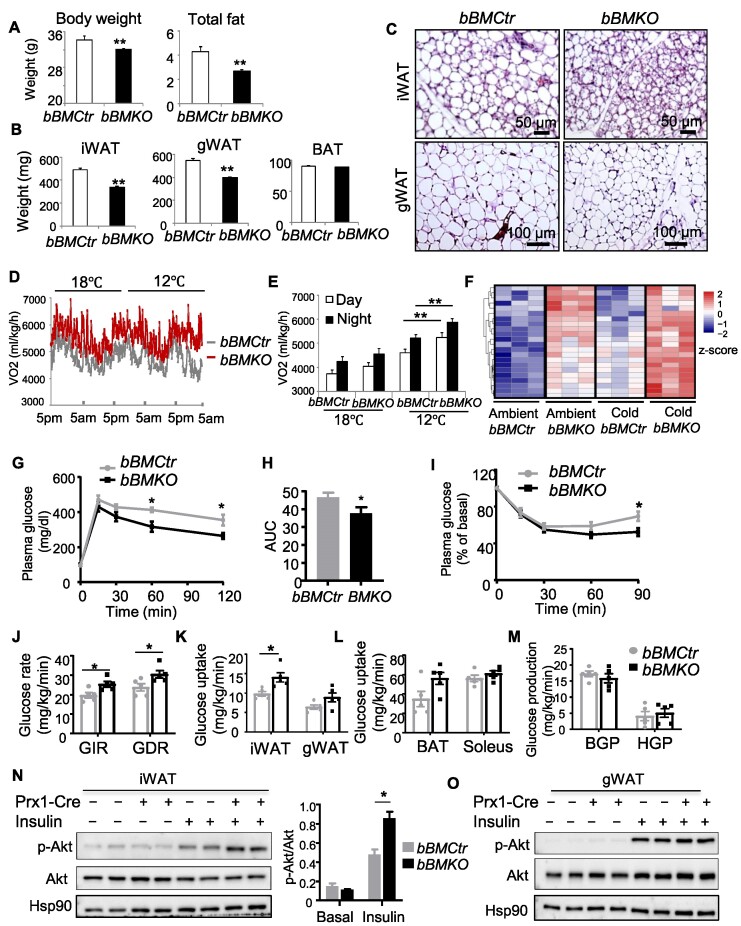
*Bmal1* deficiency in beige fat augments energy expenditure with improved glucose metabolism. (**A**–**C**) Total body weight and fat mass (**A**), fat tissue weight (**B**), and representative H&E histology of iWAT and gWAT (**C**) in 6-month-old male *bBMKO* and *bBMCtr* mice. *n* = 6–8/group. (**D** and **E**) Metabolic cage analysis of oxygen consumption rate (VO2) in male *bBMKO* and *bBMCtr* mice as shown by average tracing (**D**) and quantification (**E**) under ambient temperature and cold acclimation at 18°C or 12°C (*n* = 6/group). (**F**) Heatmap representation of up-regulation of fatty acid metabolic pathway by RNA-seq analysis in female *bBMKO* and *bBMCtr* mice under ambient or cold conditions (*n* = 3/group). (**G**–**I**) GTT with AUC quantification and ITT in 10- to 12-week-old male *bBMCtr* and *bBMKO* mice at ambient temperature (*n* = 6–7/group). (**J**–**M**) Hyperinsulinemic–euglycemic clamp analysis of steady-state GIR and GDR (**J**), glucose uptake in iWAT, gWAT, BAT, and soleus muscle (**K** and **L**), and BGP and HGP (**M**) from male *bBMKO* and *bBMCtr* mice (*n* = 5/group). (**N** and **O**) Akt phosphorylation in response to intraperitoneal 0.5 U/kg insulin stimulation in iWAT (**N**) and gWAT (**O**) in female *bBMKO* and *bBMCtr* mice. Each lane represents a pooled sample of *n* = 3 mice. *P ≤ 0.05, **P ≤ 0.01, by Student's *t*-test.

To determine the effect of *bBMKO* beigeing on glucose homeostasis, we performed glucose tolerance test (GTT) and found that blood glucose levels at 60 and 120 min following an intraperitoneal bolus in *bBMKO* mice were significantly lower than that of the controls (Figure 4G), with area under the curve (AUC) reduced (Figure 4H). *bBMKO* mice also displayed augmented insulin-induced glucose-lowering effect at 90 min after stimulation (Figure 4I). Using hyperinsulinemic–euglycemic insulin clamp to achieve steady-state condition, we further examined glucose disposal in these mice. Both glucose infusion rate (GIR) and glucose disposal rate (GDR) were significantly elevated in *bBMKO* mice as compared to *bBMCtr* (Figure 4J). Enhanced glucose disposal was likely due to increased uptake in iWAT in *Bmal1*-deficient mice (Figure 4K), while the uptake in gWAT, BAT, or soleus muscle was comparable to controls (Figure 4K and L). Hepatic glucose production (HGP) at basal or clamped state were not significantly altered (Figure 4M). Direct examination of insulin signaling revealed augmented Akt phosphorylation in *Bmal1*-deficient iWAT upon insulin stimulation (Figure 4N). In contrast, Akt activation levels in gWAT of *bBMKO* and *bBMCtr* mice were similar (Figure 4O). Due to improved energy balance, we found that, on a high-fat diet (HFD), *bBMKO* mice maintained lower body weight than littermate controls (Figure 5A). iWAT and gWAT from HFD-fed *bBMKO* mice displayed reduced adipocyte hypertrophy as compared to *bBMCtr* (Figure 5B), with a marked shift toward smaller adipocytes as revealed by size distribution (Figure 5C and D). iWAT and gWAT fat pad weight and combined mass were reduced in *bBMKO* mice (Figure 5E). Moreover, *bBMKO* mice displayed augmented insulin sensitivity on HFD, as indicated by stronger glucose lowering stimulated by insulin than controls (Figure 5F and G).

**Figure 5:**
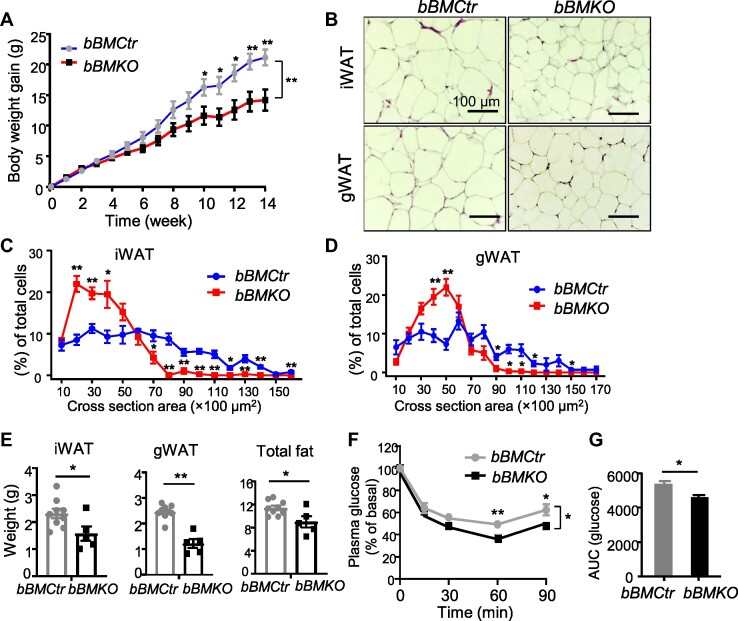
*Bmal1* deficiency in beige fat protects against HFD-induced obesity. (**A**) Body weight growth curve as shown by weekly weight gain of male *bBMCtr* (*n* = 9) and *bBMKO* (*n* = 5) mice fed with 45% HFD for 14 weeks. *P ≤ 0.05, **P ≤ 0.01, one-way ANOVA with post-hoc pairwise *t*-test. (**B**–**D**) H&E histology of iWAT and gWAT after HFD (**B**), with quantification of adipocyte size distribution (**C** and **D**). (**E**) Tissue weight analysis of iWAT, gWAT, and total fat mass in HFD-fed *bBMCtr* (*n* = 9) and *bBMKO* mice (*n* = 5). (**F** and **G**) Plasma glucose levels during ITT (**F**) with AUC quantification (**G**) in male *bBMCtr* (*n* = 6) and *bBMKO* mice (*n* = 5) after HFD feeding. *P ≤ 0.05, **P ≤ 0.01, by Student's *t*-test or ANOVA with post-hoc pairwise *t*-test.

### Beige fat Bmal1 deficiency dampens MRTF/SRF signaling with enhanced beige preadipocyte differentiation

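At ambient temperature, collagen genes moved both ways between iWAT labelled bBMKO and iWAT labelled bBMCtr. Of 37 collagen chains, 8 rose and 7 fell (the same counts when adjusted over the list alone), with a median log2 fold change of 0.01 and an adjusted p of 0.106 from camera. Col4a3, a chain of basement membrane collagen, rose by 2.64 (standard error 0.19, adjusted p = 0.000142), Col5a3 by 2.21 (adjusted p = 0.000334) and Col6a1 by 0.87 (adjusted p = 0.00439). Of 68 other matrix genes, 7 rose and 11 fell (the same counts when adjusted over the list alone), and the adjusted p was 0.975, with a median of 0.04 and a test statistic on the lower side. Lox, which crosslinks collagen, went from 50.3 ± 7.98 CPM to 157 ± 8.17 CPM (SD, n = 3 mice), a rise of 1.64 (adjusted p = 0.000389), and the protease Adamts4 rose by 2.23 (adjusted p = 0.00452). Timp3, an inhibitor of matrix proteases, fell by 0.94 on the log2 scale (adjusted p = 0.00617). Of 52 genes of cell adhesion, 1 rose and 8 fell (the same counts when adjusted over the list alone), at a median of −0.06 and an adjusted p of 0.0816. The integrin genes Itga9 and Itga2 and the hyaluronan receptor gene Cd44 fell, at −0.64 (adjusted p = 0.0138), −0.78 (adjusted p = 0.0394) and −0.80 (adjusted p = 0.0439), and Itga7 rose by 0.98 (adjusted p = 0.00418). Without ambient bBMCtr replicate 1, adhesion and other matrix genes were called lower (adjusted p = 0.000628 and 0.0326), and without bBMCtr replicate 3 collagens were called higher (0.0168). Adhesion was called lower with DESeq2 too (0.0382), and collagens higher with DESeq2 (0.0143), with scaling by library size alone (0.00764) and with limma (0.0385), at medians of 0.01, −0.09 and −0.01, which do not share the statistic's direction in the last 2. The mammary marker covariate (0.0404) and leaving out members known from epithelium (0.0415) gave that call too. The call of Itga9 ended without ambient bBMCtr replicate 1 (−0.54) or bBMKO replicate 1 (−0.57).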

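Of 13 genes that Bmal1 and CLOCK drive through E-boxes, 6 fell and 2, Cry1 and Cry2, rose in ambient libraries labelled bBMKO (the same counts when adjusted over the list alone), at a median of −0.56 and an adjusted p of 0.000375 from camera (0.557 as the adjusted p with an estimated correlation). Dbp, a transcription factor of the clock's output, fell by 1.45 on the log2 scale (adjusted p = 0.000603), Per3 fell by 1.31 (0.00137) and Nr1d2 fell by 1.08 (0.000208). Of 5 clock genes in the opposite phase, 4 rose and none fell (4 when adjusted over the list alone), with an adjusted p of 4.05e-07 (0.0605 as the adjusted p with an estimated correlation). Npas2, a partner of Bmal1, went from 1.31 CPM to 60.3 CPM, a log2 fold change of 5.51 (standard error 0.19, adjusted p = 4.98e-07), Nfil3 rose by 2.42 (adjusted p = 0.000389) and Clock by 1.12 (adjusted p = 0.000142). Of 30 genes of the mitotic cell cycle, 14 fell and none rose (14 fell when adjusted over the list alone), at a median of −1.01 and an adjusted p of 1e-08 (0.617 as the adjusted p with an estimated correlation). Cdc6, which licenses replication origins, had −1.15 (adjusted p = 0.0462) and Mki67, a marker of dividing cells, −1.21 (adjusted p = 0.149). The call of Mki67 ended without ambient bBMCtr replicate 1 (−1.23), bBMCtr replicate 3 (−0.89) or bBMKO replicate 1 (−1.04). Markers of lymphocytes, which divide in lymph nodes such as that of the inguinal fat pad, had a median of −2.08 and an adjusted p of 0.00113 (0.697 as the adjusted p with an estimated correlation). None of the 21 passed the thresholds in edgeR or limma or when adjusted over the list alone, 1 was lower in DESeq2, and none had an unadjusted p under 0.05 in edgeR. Without ambient bBMCtr replicate 1 this list's adjusted p was 0.317.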

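With cold, matrix and adhesion genes were lower in bBMCtr iWAT. Of the collagen chains, 19 fell and 2 rose, of the other matrix genes 36 fell and 2 rose, and of the adhesion genes 21 fell and 5 rose. Adjusted over the list alone, 19, 36 and 21 fell and 2, 2 and 5 rose. Collagen chains of cartilage, skin and fibril surfaces fell, with −6.23 (adjusted p = 1.72e-05) for Col9a2, −4.74 (adjusted p = 9.98e-05) for Col17a1 and −2.73 (adjusted p = 0.000124) for Col16a1, while Col4a3 rose by 2.56 (adjusted p = 1.47e-05). The thrombospondin Thbs1 had −2.79 (adjusted p = 2.18e-05) and the proteoglycan lumican (Lum) −1.94 (adjusted p = 0.000102). Cldn7, a claudin of epithelial tight junctions, had −7.07 (adjusted p = 2.74e-06) and Pkp1, a desmosome protein, −6.89 (adjusted p = 9.54e-07). The medians were −0.65, −0.69 and −0.36, with adjusted p of 1.15e-05, 2.64e-09 and 3.98e-06 from camera and, with an estimated correlation, 0.405 for all 3 lists. Of 22 markers of mammary luminal epithelium, 21 were lower in cold than in ambient bBMCtr and none was higher (21 when adjusted over the list alone), at a median of −6.96 and an adjusted p of 2.15e-28 (0.0405 as the adjusted p with an estimated correlation). The keratin Krt7 was at 88.0 ± 24.1 CPM in ambient and 0.367 ± 0.0743 CPM in cold bBMCtr, a log2 fold change of −7.88 (adjusted p = 7.04e-07). Markers of mammary basal cells and keratinocytes had a median of −6.98 (−6.23 with the 1 gene at 0 in the cold set to 3 counts over the group), and 8 of 10 fell (8 when adjusted over the list alone, adjusted p = 1.04e-09 and 0.0624 with an estimated correlation). The call of the adhesion genes ended without the members known from epithelium (adjusted p = 0.492). With the mammary marker mean as a covariate all 3 lists turned to the higher side (adjusted p = 0.00249, 0.00168 and 0.00168), as did Col9a2 (3.81), Col17a1 (4.42), Col16a1 (2.10), Lum (0.08) and Cldn7 (0.18), a fit that extrapolates between groups that do not overlap in the covariate. Between genes lower in ambient libraries labelled bBMKO and genes lower in cold bBMCtr, 139 were common, where independent lists would share 82.5. Unchanged groups simulated against the same controls shared 0 in each of 20 draws, but they hold no changed genes and give no baseline here. The number in common was 217 without ambient bBMCtr replicate 1 (54.3 for independent lists) and 72, fewer than the 114 of independent lists, without replicate 3.

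**Figure D2:**
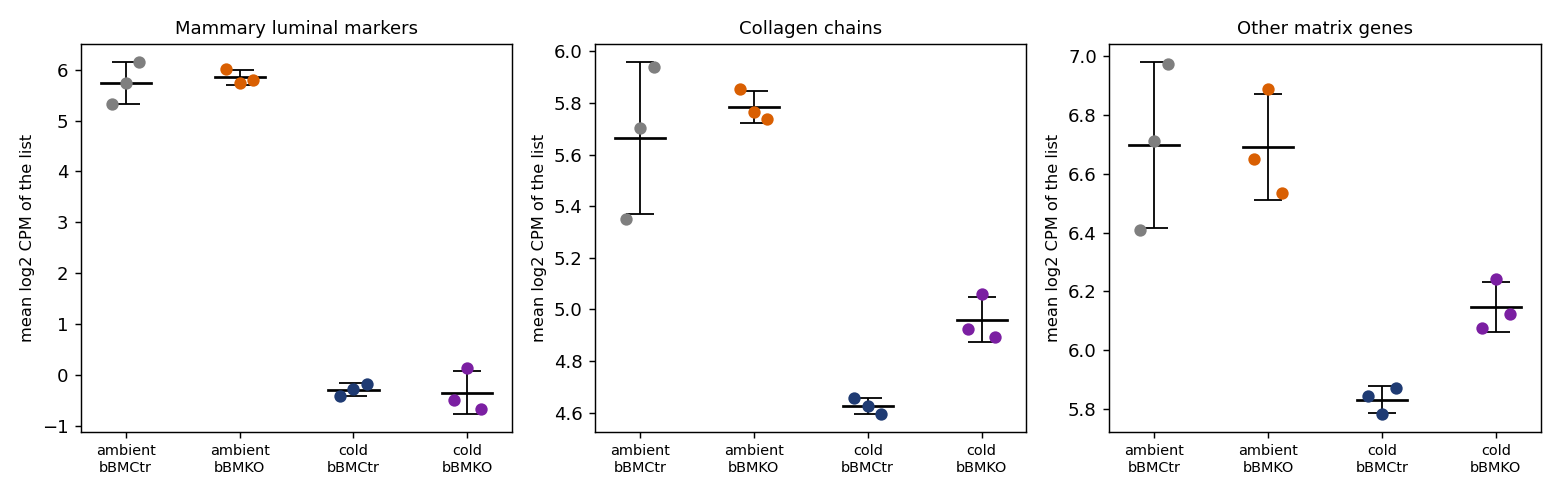
Mean log2 CPM of mammary luminal markers, of collagen chains and of other matrix genes in each iWAT library (points), by group, with the group mean (line) and SD (bar, n = 3 mice). The 6 ambient libraries lie between 5.34 and 6.15 for the luminal markers, and the 6 cold libraries between −0.68 and 0.13.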

In *Bmal1*-deficient iWAT, extracellular matrix (ECM) and cell adhesion-related pathways were identified among the top down-regulated processes (Figure 6A), and these overlapped with cold acclimation-suppressed pathways (Figure 6B). *Bmal1* deficiency and cold-induced suppressions of these ECM-related processes were synergistic (Supplementary Figure S4A). 

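Of the 20 genes shown in Supplementary Figure S4A, 19 could be tested, and 16 of these fell and none rose in iWAT labelled bBMKO at ambient temperature (16 when adjusted over the list alone). The study chose these genes on the same samples, so their counts are not independent evidence of the direction. Calca, which encodes the peptides calcitonin and CGRP, was at 20.8 ± 12.0 CPM in bBMCtr and 1.80 ± 0.936 CPM in bBMKO (SD, n = 3 mice), a log2 fold change of −3.52 (standard error 0.52, adjusted p = 0.00566) in edgeR. The secreted proteins Srpx2 and Emid1 had −0.75 (adjusted p = 0.00617) and −1.73 (adjusted p = 0.0168), and Aplp1, related to the amyloid precursor, −1.17 (adjusted p = 0.0252). In the cold, 14 were lower in bBMKO than in bBMCtr and 1, Col7a1, was higher (14 and 1 when adjusted over the list alone). The focal adhesion protein Tes had −1.79 (adjusted p = 4.53e-05), Col6a4 −6.05 (adjusted p = 0.000466) and Cd44 −1.55 (adjusted p = 0.000792). With cold in bBMCtr, 13 fell and none rose (13 when adjusted over the list alone), with −9.17 (adjusted p = 7.65e-06) for the mucus protein Fcgbp and −1.28 (adjusted p = 0.000381) for the epithelial 14-3-3 protein Sfn. The medians of these comparisons were −0.80, −1.14 and −0.93, with adjusted p of 1.98e-15, 2.33e-08 and 1.23e-09 from camera and 0.0455, 0.277 and 0.0624 as the adjusted p with an estimated correlation. Krt14, a keratin of basal epithelium, was at 45.4 ± 17.3 CPM in ambient bBMCtr and at 0.0178 CPM in cold bBMCtr, and with the mammary marker mean as a covariate the call with cold ended (adjusted p = 0.99), and Fcgbp (0.11) and Sfn (0.40) turned direction.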

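Whether cold and genotype acted together was tested as their interaction, the difference between libraries labelled bBMKO and bBMCtr in the cold minus that at ambient temperature on the log2 scale. Xist and Y-linked genes part the ambient from the cold libraries, so it cannot be told apart from an interaction of genotype with sex. Among the 19 genes of Supplementary Figure S4A the interaction was lower for 2, Tes at −1.27 (standard error 0.18, adjusted p = 0.0338) and Col6a4 at −4.29 (adjusted p = 0.122), and higher for 2, Calca at 3.67 (adjusted p = 0.151) and Col7a1 at 2.71 (adjusted p = 0.246). Adjusted over the list alone, 6 were lower and 3 higher. The list had a median of −0.36 and an adjusted p of 0.0599 from camera. It was called lower without ambient bBMCtr replicate 3 (adjusted p = 0.0391), ambient bBMKO replicate 2 (0.05 after rounding), cold bBMCtr replicate 3 (0.04), cold bBMKO replicate 1 (0.0255) or cold bBMKO replicate 2 (0.033), and with DESeq2 (0.0347). The call of Col6a4 ended without ambient bBMCtr replicate 2 (−4.26), cold bBMCtr replicates 1 (−4.26) or 2 (−4.24) or cold bBMKO replicate 3 (−4.17). That of Calca held only without ambient bBMCtr replicate 1 or ambient bBMKO replicates 2 or 3 and ended without any other library (3.36 to 3.74). That of Col7a1 held only without ambient bBMCtr replicates 1 or 3 or ambient bBMKO replicate 2 and ended without any other (2.59 to 2.88).

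Of the 37 collagen chains, 1 was higher and 1 lower in the interaction, Col7a1 and Col6a4 (3 and 3 when adjusted over the list alone), and the list was called higher at a median of 0.38 and an adjusted p of 0.0371. None of 68 other matrix genes passed, with 12 higher and 2 lower at an unadjusted p under 0.05, 3 and 1 called in DESeq2, none in limma, and 8 and 2 when adjusted over the list alone. This list was called higher too, at a median of 0.33 and an adjusted p of 1.57e-05. With an estimated correlation the adjusted p was 0.773 for both. Of 52 adhesion genes, 3 were lower and none higher (4 and 2 when adjusted over the list alone), with an adjusted p of 0.875, a median of 0.07 and a test statistic on the lower side. In the cold itself, 15 collagen chains were higher in bBMKO than in bBMCtr and 4 lower, and 20 other matrix genes were higher and 7 lower (adjusted over the list alone, 15 and 4, and 20 and 7). Col5a3 had 2.62 (adjusted p = 3.81e-05), Col6a1 1.29 (adjusted p = 0.000159) and Lox 1.52 (adjusted p = 0.000194). These lists were called higher in cold bBMKO, at medians of 0.47 and 0.40 and adjusted p of 0.00914 and 0.00301 (0.567 and 0.662 as the adjusted p with an estimated correlation). Of the adhesion genes, 3 were higher and 10 lower in cold bBMKO (3 and 10 when adjusted over the list alone, median −0.01, adjusted p = 0.31). The call of the collagens in the interaction ended without ambient bBMCtr replicate 3 (adjusted p = 0.0564), ambient bBMKO replicate 3 (0.0617), cold bBMCtr replicate 3 (0.0702) or cold bBMKO replicate 2 (0.116). Markers of lymphocytes had a mean log2 CPM of 6.28, 6.58 and 5.91 in cold bBMCtr replicates 1 to 3 and 2.07, 0.47 and 1.28 in cold bBMKO replicates 1 to 3. With their mean as a covariate, chosen after seeing the data, the calls of both lists in cold bBMKO ended (adjusted p = 0.136 for collagens and 0.96 for other matrix genes, at medians of 0.07 and 0.03, the latter with a test statistic on the lower side), as did those in the interaction (0.751 and 0.139).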

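Of 41 textbook targets of MRTF and SRF, 3 fell and none rose in iWAT labelled bBMKO at ambient temperature (3 fell when adjusted over the list alone), while 36 had a negative log2 fold change. Those that fell were Cnn2, a calponin that binds actin, at −0.90 (standard error 0.28, adjusted p = 0.103), Synpo2, an actin-bundling protein, at −0.79 (adjusted p = 0.161), and the immediate-early gene Egr3 at −1.52 (adjusted p = 0.174). The targets Vcl, Ctgf, Fhl1 and Fhl2 did not pass, at −0.04 (adjusted p = 0.89), 0.52 (adjusted p = 0.434), −0.33 (adjusted p = 0.646) and −0.44 (adjusted p = 0.239). In the cold, 10 targets were lower in bBMKO than in bBMCtr and 2, Fhl1 and Cald1, were higher (10 and 2 when adjusted over the list alone). Actn1, which crosslinks actin, had −1.18 (adjusted p = 0.000329), the non-muscle myosin Myh9 −0.93 (adjusted p = 0.00078) and Cnn2 −1.79 (adjusted p = 0.00229). All 21 markers of lymphocytes were lower in cold bBMKO too, at a median of −5.08, and with their mean as a covariate, chosen after seeing the data, 835 genes in place of 2022 were called lower there, while the targets were still called (adjusted p = 7.23e-05, median −0.38), as were Actn1 (−0.91), Myh9 (−0.66) and Cnn2 (−1.05). That mean does not overlap between the cold genotypes, so the fit extrapolates. With cold in bBMCtr, 17 fell and none rose (17 when adjusted over the list alone), with −4.62 (adjusted p = 1.42e-05) for Cnn1, −2.29 (adjusted p = 0.000326) for Acta2, −1.72 (adjusted p = 8.61e-05) for Tagln and −1.79 (adjusted p = 0.000283) for Fhl2. The medians were −0.33, −0.19 and −0.48, with adjusted p of 0.000322, 0.0301 and 1.94e-06 from camera and 0.557, 0.567 and 0.384 as the adjusted p with an estimated correlation. Markers of smooth muscle and pericytes, which share Acta2, Tagln, Cnn1, Myl9 and Lmod1 with the targets, had a median of −0.21 in ambient bBMKO (adjusted p = 0.106) and −0.97 with cold in bBMCtr (adjusted p = 0.00135, 0.494 with an estimated correlation), where 6 of 10 fell and none rose (6 when adjusted over the list alone). Without ambient bBMCtr replicate 1 or bBMKO replicate 1 the ambient adjusted p of these markers was 0.000268 or 0.0334.

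The call of the targets in the cold ended without ambient bBMCtr replicate 3 (adjusted p = 0.0541), cold bBMCtr replicate 2 (0.0531), cold bBMKO replicate 1 (0.109) or cold bBMKO replicate 3 (0.0815), with scaling by library size alone (0.128), with limma (0.11) and with only the 2 cold groups fitted (0.0626). The call with cold in bBMCtr ended with the mammary marker mean as a covariate (0.543), where the median was −0.24 and the test statistic on the higher side. Cnn1 (2.41), Tagln (2.39) and Acta2 (4.63) turned direction in that fit, and the call of Fhl2 ended (−0.24). The ambient call of Cnn2 ended without bBMCtr replicate 1 (−0.57) or bBMKO replicate 1 (−0.72), that of Synpo2 without bBMCtr replicate 2 (−0.64), bBMKO replicate 1 (−0.85) or bBMKO replicate 2 (−0.71), and that of Egr3 without bBMCtr replicates 1 (−0.70) or 2 (−1.57) or bBMKO replicates 1 (−1.31) or 2 (−1.54). With the lymphocyte marker mean as a covariate the calls of Egr3 and Cnn2 ended as well, from −1.52 to −0.37 and from −0.90 to −0.58. Among the 18 genes of Supplementary Figure S4C, which the study chose on these samples and which are not independent evidence, 11 rose and 5 fell in ambient libraries labelled bBMKO (11 and 5 when adjusted over the list alone). Higher were Cdkn1a, an inhibitor of the cell cycle, from 29.5 ± 6.77 to 163 ± 32.5 CPM, a log2 fold change of 2.47 (standard error 0.18, adjusted p = 0.000142), and the activin antagonist Fst at 0.74 (adjusted p = 0.00657). Lower were Synpo2 and Itga9, given above, the thrombin receptor F2r at −1.12 (adjusted p = 0.0383), Cldn1 at −0.74 (adjusted p = 0.0943) and Ifitm1 at −0.96 (adjusted p = 0.0704). The list's median was 0.84 and camera called it higher at an adjusted p of 0.0166 (0.18 as the adjusted p with an estimated correlation). This call ended without ambient bBMCtr replicate 3 (adjusted p = 0.0893) or bBMKO replicate 3 (0.0713), and those of Cldn1 and Ifitm1 without bBMKO replicate 1 (−0.63 and −0.85). Of 36 genes of actin regulation, 1, the formin Diaph3, fell and none rose, none passed when adjusted over the list alone, and the adjusted p was 0.142 at a median of −0.12 (0.00368 without ambient bBMKO replicate 2).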

Ingenuity pathway analysis identified SRF and MRTF-A as upstream regulators (Supplementary Figure S4B), with down-regulation of MRTF/SRF-positive transcriptional targets (Supplementary Figure S4C). 

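Srf, which encodes serum response factor, lies on chromosome 17 of mm10 from 46546839 to 46556162 and was at 70.6 ± 6.26 CPM in ambient bBMCtr, 55.1 ± 3.48 CPM in ambient bBMKO, 58.4 ± 9.76 CPM in cold bBMCtr and 46.3 ± 5.98 CPM in cold bBMKO (SD, n = 3 mice each). Its log2 fold change in the libraries labelled bBMKO against those labelled bBMCtr was −0.36 (standard error 0.13, adjusted p = 0.166) at ambient temperature and −0.34 (standard error 0.13, adjusted p = 0.0742) in the cold by edgeR's quasi-likelihood test, below the fold change of 1.5 needed to pass. With cold it was −0.27 (adjusted p = 0.22) in bBMCtr and −0.25 (adjusted p = 0.197) in bBMKO, and the interaction of genotype and cold was 0.02 (adjusted p = 0.976). Mkl1, the gene of the SRF coactivator MRTF-A, lies on chromosome 15 of mm10 from 81012281 to 81190757 and was at 61.6 ± 19.3 CPM in ambient bBMCtr, 44.2 ± 6.82 CPM in ambient bBMKO, 70.9 ± 6.97 CPM in cold bBMCtr and 33.2 ± 2.87 CPM in cold bBMKO. Mkl1 was lower in bBMKO in the cold, with a log2 fold change of −1.10 (standard error 0.20, adjusted p = 0.00479). At ambient temperature the difference between genotypes was −0.48 (standard error 0.20, adjusted p = 0.207), under the fold change of 1.5, and did not pass. With cold, Mkl1 had 0.20 (adjusted p = 0.591) in bBMCtr and −0.41 (adjusted p = 0.163) in bBMKO, neither of which passed, and the interaction was −0.62 (standard error 0.28, adjusted p = 0.633). Mkl2, the gene of MRTF-B, had −0.03 (adjusted p = 0.901) between genotypes at ambient temperature. All 21 markers of lymphocytes were lower in cold bBMKO (21 when adjusted over the list alone), at a median of −5.08 and an adjusted p of 1.15e-07 from camera (0.558 as the adjusted p with an estimated correlation). Cr2, a receptor of B cells, had −6.46 (adjusted p = 0.0159) and the lymphotoxin gene Ltb −5.07 (adjusted p = 0.0177). With the mean of these markers as a covariate, an alternative chosen after seeing the data, the cold difference in Mkl1 was −0.45 and did not pass. Without ambient bBMCtr replicate 3 or bBMKO replicate 3 the ambient difference in Mkl1 passed, at −0.67 and −0.60, as it did with scaling by library size alone (−0.61), and without ambient bBMCtr replicate 1 the interaction did, at −0.88.

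**Figure D3:**
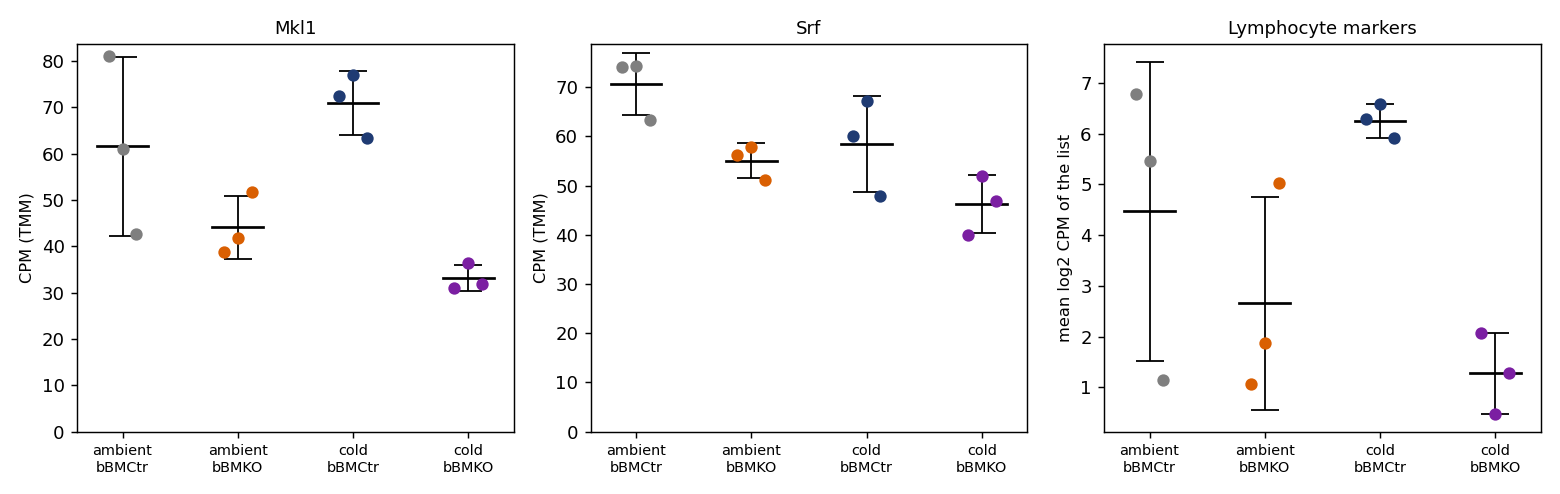
CPM of Mkl1 and of Srf and mean log2 CPM of lymphocyte markers in each iWAT library (points), by group, with the group mean (line) and SD (bar, n = 3 mice). The 3 cold bBMKO libraries lie below the 3 cold bBMCtr libraries for Mkl1, with means of 33.2 and 70.9 CPM, and for the lymphocyte markers.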

*Srf* and *Mkl1* (*Mrtf-a*) expression levels were moderately reduced in *Bmal1*-dificient iWAT at ambient temperature and markedly suppressed by cold, while cold stimulation did not affect *Srf* or *Mkl1* in *bBMCtr* (Supplementary Figure S4D). As Prx1-Cre targets beige progenitors and mature adipocytes, we isolated stromal vascular fraction (SVF) containing preadipocytes and mature adipocytes from iWAT beige depot to determine Bmal1 modulation of cytoskeleton–MRTF/SRF cascade. Similar to Bmal1 silencing in mesenchymal progenitors, F-actin staining of primary preadipocytes isolated from *bBMKO* iWAT was markedly attenuated together with reduced cell size (Supplementary Figure S4E). Significant down-regulations of *Srf* and *Vcl* were found only in mature adipocytes in *Bmal1*-deficient iWAT (Figure 6C) but not in SVFs. Interestingly, *Srf* was induced in adipocytes as compared to SVF in *bBMCtr*, although *Mkl1* and *Mkl2* were suppressed together with reduced *Ctgf* expression suggesting attenuated MRTF/SRF transcription activity. In line with findings from iWAT, thermogenic program in *Bmal1*-deficient beige adipocytes, including *Ucp1, Dio2*, and *Pgc1*α, was induced (Figure 6D), whereas adipogenic gene expression was comparable to that of controls (Supplementary Figure S4F).

**Figure 6:**
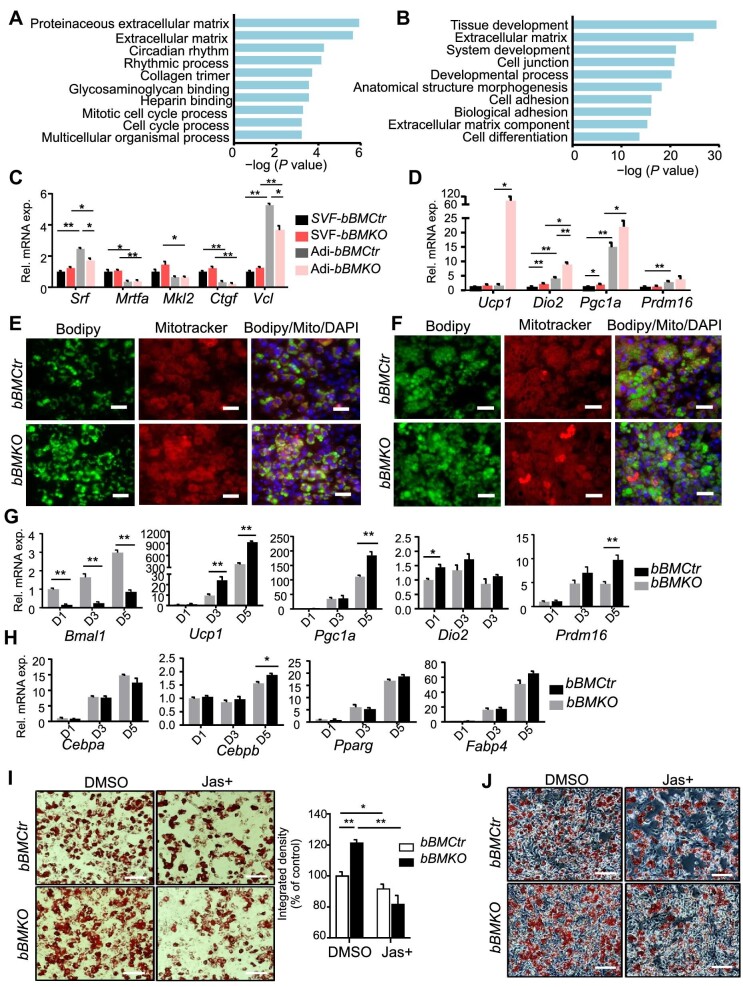
Loss of *Bmal1* suppresses MRTF/SRF pathway and promotes beige adipogenesis. (**A** and **B**) KEGG analysis of down-regulated pathways in iWAT of 6-week-old *bBMKO* mice as compared to *bBMCtr* mice at ZT3 (**A**, *n* = 3/genotype) and the overlap with processes suppressed by cold acclimation in *bBMCtr* mice (**B**, *n* = 3/genotype). (**C** and **D**) RT-qPCR analysis of genes in MRTF/SRF pathway (**C**) and the thermogenic program (**D**) in isolated SVF or mature adipocytes from iWAT of 6-week-old *bBMKO* and *bBMCtr* mice at ZT3 (*n* = 5–6/group). Adi, adipocytes. *P ≤ 0.05, **P ≤ 0.01, by Student's *t*-test. (**E** and **F**) Representative images of Bodipy (green) and Mitotracker (red) staining at Day 4 (**E**) and Day 6 (**F**) of beige adipogenic differentiation using SVF isolated from iWAT of 6-week-old *bBMCtr* (*n* = 5) and *bBMKO* (*n* = 5) mice at ZT3. Scale bar, 50 μm. (**G** and **H**) RT-qPCR analysis of thermogenic gene program (**G**) and adipogenic markers (**H**) at Days 1, 3, and 5 of beige adipogenic differentiation time course (*n* = 3/group). (**I** and **J**) Representative images of Oil-Red-O staining with quantification of staining (**I**) and phase-contrast images (**J**) of Day 5-differentiated beige adipocytes from iWAT SVF of 6-week-old *bBMKO* and *bBMCtr* mice at ZT3, with or without Jas (0.1 μM). Scale bar, 100 μm.

*bBMKO* iWAT displayed marked up-regulation of fat cell differentiation pathway (Supplementary Figure S4G). 

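Of 28 genes of fat cell differentiation, 8 rose in iWAT labelled bBMKO at ambient temperature and none fell (8 when adjusted over the list alone). Ffar4, a receptor for long-chain fatty acids, had 0.83 (standard error 0.10, adjusted p = 0.00235), Agt, the angiotensinogen gene, 2.19 (adjusted p = 0.00617), Bscl2, which encodes seipin of lipid droplet assembly, 0.79 (adjusted p = 0.00829), and Adig, adipogenin, 0.87 (adjusted p = 0.0091). In the cold, 11 were higher in bBMKO and none was lower (11 when adjusted over the list alone), with 1.13 (adjusted p = 0.000855) for Adig. The medians were 0.46 and 0.53, with adjusted p of 1.86e-09 and 1.58e-05 from camera and 0.387 and 0.558 as the adjusted p with an estimated correlation. All 19 genes of Supplementary Figure S4G rose at ambient temperature (19 when adjusted over the list alone), and 16 were higher and 1 lower in the cold (16 and 1 when adjusted over the list alone). The study chose this list on these samples, and it is not independent evidence. Ffar2, a receptor for short-chain fatty acids, rose by 1.93 (adjusted p = 0.000389), and Noct, a rhythmic phosphatase of adipogenesis, by 1.27 (adjusted p = 0.00617) at ambient temperature and 1.80 (adjusted p = 0.000361) in the cold. Dkkl1 had 0.69 (adjusted p = 0.127) at ambient temperature and was the gene that was lower in the cold, at −2.20 (adjusted p = 0.00273). This list had medians of 0.87 and 0.98 and adjusted p of 9.59e-17 and 3.24e-07 (0.0605 and 0.419 as the adjusted p with an estimated correlation). The ambient call of Dkkl1 ended without bBMCtr replicate 1 (0.61), bBMCtr replicate 2 (0.65) or bBMKO replicate 1 (0.62).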

We postulated that impaired MRTF/SRF regulation due to loss of *Bmal1* may underlie the beigeing effect by promoting beige precursor differentiation. Upon beige induction, *Bmal1*-deficient SVF displayed abundant lipid accumulation with enhanced mitochondrial staining compared to *bBMCtr* cells (Figure 6E and F). Thermogenic genes, including *Ucp1, Pgc1*α, and *Dio2*, were induced in *Bmal1*-deficient SVFs (Figure 6G), together with elevated early brown lineage marker *Prdm16*. Genes involved in mitochondrial fatty acid transport and oxidation were up-regulated (Supplementary Figure S4H), while adipogenic gene expression were largely comparable to that of controls (Figure 6H) in line with findings from isolated adipocytes. To test attenuated MRTF/SRF pathway underlying *bBMKO* beige progenitor differentiation, we treated beige progenitors with Jasplakinolide (Jas), an actin polymerizing agent that activates MRTF/SRF transcription activity (Allingham et al., 2006). Consistent with its effect on MRTF/SRF activation, Jas inhibited beige adipogenic differentiation of SVF from *bBMCtr* iWAT (Figure 6I and J). Importantly, activating MRTF/SRF by Jas rescued the effect of loss of *Bmal1* on enhancing beige adipogenesis, as it was able to suppress differentiation of *Bmal1*-deficient SVF to a similar extent as observed in controls.

### Bmal1 overexpression in beige fat enhances MRTF/SRF signaling with impaired beigeing

We generated a conditional *Bmal1* knock-in model via CRISPR-mediated gene targeting, consisting of a CMV promoter-driven Flag-tagged *Bmal1* with bi-cistronic GFP following a Lox–Stop–Lox cassette within ROSA26 locus (Supplementary Figure S5A), to determine whether the Bmal1–cytoskeleton–MRTF/SRF axis is sufficient to impact beige thermogenic capacity. Floxed knock-in (*bKICtr*) mice were crossed with Prx1-Cre for beige fat-selective *Bmal1* overexpression (*bBMKI*), with tagged Bmal1 protein (∼95 kDa) detected at ∼5–6 times higher than endogenous level (∼80 kDa) along with GFP (Figure 7A). Knock-in expression was barely detectable in gWAT and was not present in the BAT, liver, or skeletal muscle. Consistent with Bmal1 regulation of SRF, elevated SRF protein was found in iWAT but not gWAT in *bBMKI* mice (Figure 7B). SRF target genes, *Vcl* and *Fhl1*, were induced in *Bmal1*-overexpressing beige fat, while *Ucp1* and *Dio2* were suppressed (Figure 7C). iWAT in 6-week-old *bBMKI* mice lost beige characteristics observed in controls with marked adipocyte hypertrophy, and the histology resembled that of visceral fat (Figure 7D). Visceral fat in *bBMKI* mice displayed a tendency toward larger adipocytes. When subjected to cold, *bBMKI* iWAT lacked robust inductions of UCP1 and PPARγ found in age-matched *bKICtr* (Figure 7E). In isolated beige adipocytes from *bBMKI* mice, *Srf* and *Vcl* were significantly up-regulated, while their expression levels were comparable to controls within the SVF (Figure 7F). To test whether increased MRTF/SRF activity underlies impaired beigeing in *bBMKI* beige adipocytes, SVFs isolated from *bBMKI* were treated with CCG-1423, a specific inhibitor of MRTF/SRF-mediated transcription (Evelyn et al., 2007, 2010). *Bmal1* overexpression suppressed beige adipogenic differentiation of *bBMKI* SVF, consistent with enhanced MRTF/SRF signaling. CCG-1423 promoted beige differentiation of *bKICtr* cells, as indicated by Bodipy and Mitotracker staining and the quantitative analysis (Figure 7G). Notably, CCG-1423 induction of beige adipogenesis was abolished in Bmal1-overexpressing SVFs, suggesting that *Bmal1* gain-of-function confers resistance to MRTF/SRF inhibition. Furthermore, in agreement with Mitotracker staining, at Day 1 and Day 4 of beige adipogenic differentiation, PGC-1α and succinate dehydrogenase enzyme (SDHB) protein levels were induced by CCG-1423 in *bKICtr* cells indicative of increased mitochondrial abundance, but not sufficient in *bBMKI* cells (Figure 7H and I).

**Figure 7:**
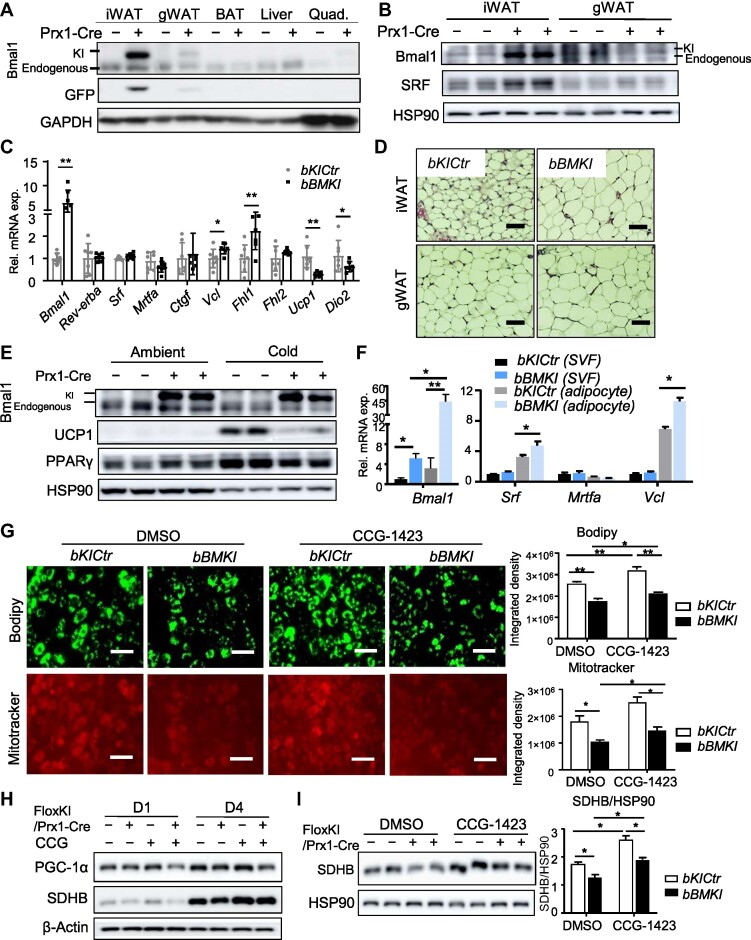
Beige fat-selective *Bmal1* overexpression promotes SRF pathway and suppresses thermogenic gene program. (**A**) Immunoblot analysis of knock-in (∼95 kDa) and endogenous Bmal1 (∼80 kDa) protein in female *bKICtr* and *bBMKI* mice. Each lane represents a pooled sample of *n* = 4–5 mice. (**B**) Immunoblot analysis of Bmal1 and SRF in iWAT and gWAT depots in female *bKICtr* and *bBMKI* mice. Each lane represents a pooled sample of *n* = 3 mice. (**C**) RT-qPCR analysis of MRTF/SRF pathway-related and thermogenic gene expression in iWAT of male *bKICtr* (*n* = 6) and *bBMKI* mice (*n* = 7). (**D**) H&E histology of iWAT and gWAT from 6-week-old male *bKICtr* and *bBMKI* mice. Scale bar, 50 μm. (**E**) Immunoblot analysis of thermogenic and adipogenic factors in *bKICtr* and *bBMKI* mice at ambient temperature or after cold acclimation. Each lane represents a pooled sample of *n* = 4–5 mice. (**F**) RT-qPCR analysis of MRTF/SRF pathway genes in isolated SVF or mature adipocytes from iWAT of *bKICtr* and *bBMKI* mice (*n* = 5–6/group). (**G**) Representative images of Bodipy (green) and Mitotracker staining (red) at Day 5 of beige differentiation of *bKICtr* and *bBMKI* SVF treated with CCG-1423 (5 μM) or DMSO, with quantification of Bodipy and Mitotracker staining. Scale bar, 70 μm. (**H** and **I**) Immunoblot analysis of *bKICtr* and *bBMKI* preadipocytes at Day 1 or Day 4 of beige differentiation treated with CCG-1423 (5 μM) or DMSO (**H**) and at Day 5 with quantification (**I**). Each lane represents a pooled sample of *n* = 3 replicates.

### Bmal1 overexpression in beige fat leads to adipocyte hypertrophy with impaired insulin sensitivity

In 3-month-old *bBMKI* mice, adipocyte hypertrophy of iWAT and gWAT was evident (Figure 8A), with adipocyte size distribution shifted to larger adipocytes as compared to age-matched controls. iWAT and gWAT weights were increased ∼30% (Figure 8B and C), contributing to higher fat mass (Figure 8D) and body weight (Figure 8E). *bBMKI* BAT also displayed elevated lipid accumulation (Supplementary Figure S5B) with increased tissue weight (Supplementary Figure S5C). In addition, oxygen consumption in *bBMKI* mice was significantly elevated at the dark active phase (Figure 8F), together with higher activity level (Supplementary Figure S5D) without altering food intake (Supplementary Figure S5E). The loss of beigeing with resultant increased adiposity impaired insulin responsiveness in *bBMKI* mice, as shown by attenuated glucose-lowering response to insulin (Figure 8G), and the impairment of insulin response was more pronounced following cold acclimation (Figure 8H). Furthermore, in both subcutaneous beige and visceral fat depots, insulin stimulation of Akt phosphorylation was reduced in *bBMKI* as compared to *bKICtr* (Figure 8I and J). Taken together, *Bmal1* gain-of-function in beige fat depot is sufficient to suppress beigeing that negatively impacts whole-body metabolic homeostasis.

**Figure 8:**
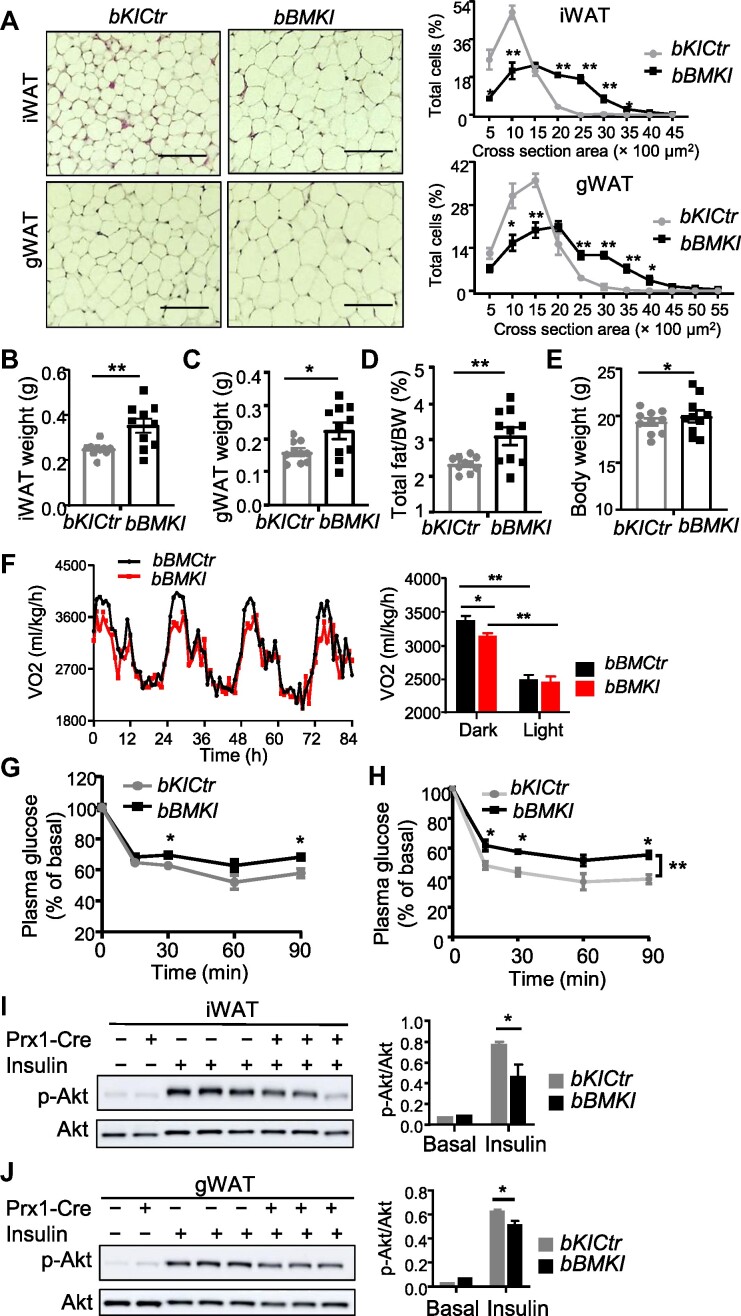
*Bmal1* overexpression in beige fat induces adipocyte hypertrophy and impairs insulin responsiveness. (**A**) H&E histology of iWAT and gWAT from 3-month-old male *bKICtr* and *bBMKI* mice with corresponding quantification of adipocyte size distribution. Scale bar, 100 μm. (**B**–**E**) Tissue weight analysis of iWAT (**B**), gWAT (**C**), total fat mass (**D**), and body weight (**E**) in 3-month-old *bKICtr* and *bBMK*I mice (*n* = 10/group). (**F**) Average tracing and quantitative analysis of oxygen consumption in 12-week-old *bKICtr* (*n* = 7) and *bBMKI* (*n* = 8) mice. *P ≤ 0.05, **P ≤ 0.01, by Student's *t*-test. (**G** and **H**) Plasma glucose levels during ITT (0.75 U/kg) in *bKICtr* and *bBMKI* mice under ambient temperature (**G**) or after cold acclimation at 10°C for 2 weeks (**H**). *n* = 6–7 mice/group. *P ≤ 0.05, **P ≤ 0.01, by one-way ANOVA with post-hoc pairwise *t*-test. (**I** and **J**) Immunoblot analysis of Akt phosphorylation in response to 0.5 U/kg insulin stimulation in iWAT (**I**) or gWAT (**J**) from female *bKICtr* and *bBMKI* mice with quantification. Each lane represents a pooled sample of *n* = 4–5 mice for basal and *n* = 3 mice for insulin-stimulated groups. *P ≤ 0.05 by student's *t*-test.

## Discussion

Actin cytoskeleton and MRTF/SRF activity are fundamental mechanisms in developmental processes (Connelly et al., 2010; Olson and Nordheim, 2010), while the inducible metabolic capacity of beige fat is a potential target to promote energy expenditure (Boss and Farmer, 2012). Our investigation defined a novel temporal control of actin dynamic and MRTF/SRF activity as an inhibitory pathway of beige precursor differentiation. Due to overlapping function and developmental origins, determining the contribution of adipose depot-intrinsic clocks to whole-body metabolism remains challenging. Using beige depot-selective gain- and loss-of-function models, our current study further delineated the contribution of circadian clock modulation of beige fat metabolic capacity to whole-body metabolic homeostasis.

Several findings in our study uncovered the circadian regulation of the actin cytoskeleton–MRTF/SRF signaling axis. Transcriptomic profiling of mesenchymal beige precursors uncovered Bmal1 transcriptional control of actin cytoskeleton and ECM-related processes, with *Bmal1* loss- or gain-of-function altering F-actin organization and SRF activity. Examination of Bmal1 chromatin association reveled its direct transcriptional control of genes within cytoskeleton–MRTF/SRF cascade. In beige fat depot, SRF and MRTF-A displayed diurnal oscillations, and MRTF-A/SRF transcriptional targets, particularly ECM–cytoskeleton-related pathways, were down-regulated in *Bmal1*-deficient iWAT. We focused on Bmal1 functional targets within the actin cytoskeleton–MRTF/SRF pathway based on these findings. It is conceivable that there are additional clock targets within this signaling network, and other clock regulators within the clock circuit may function in concert with Bmal1 to drive the circadian oscillations in actin dynamic and SRF/MRTF-A activity.

F-actin polymerization and the resultant MRTF nuclear translocation for transcriptional activation of SRF transduce extracellular biochemical or physical niche signals, including growth factors, cytokines, and cell–matrix or cell–cell interactions (Miralles et al., 2003; Esnault et al., 2014). MRTF/SRF transcriptional response, via canonical CArG response elements (Selvaraj and Prywes, 2004; Sun et al., 2006), drives various cellular behaviors invovled in stem cell lineage determination and differntiaton in tissue growth and development processes (Olson and Nordheim, 2010). The circadian control that we identified raises the possibility of time-of-the-day variations of signaling events within the actin–MRTF/SRF cascade or cell–matrix interactions upstream of actin remodeling (Olson and Nordheim, 2010; Xiong et al., 2022), implicating a potential role of circadian clock in orchestrating cytoskeleton–MRTF/SRF signaling transduction during beige adipocyte development. Serum induces clock synchronization in the liver involving actin remodeling and MRTF/SRF activation (Gerber et al., 2013), while transcriptional regulation of actin cytoskeleton dynamics by the clock circuit is not known. Given prior observation of MRTF/SRF-induced clock entrainment (Gerber et al., 2013; Esnault et al., 2014; Xiong et al., 2022), our finding of Bmal1 transcriptional control in actin–MRTF/SRF cascade suggests a regulatory feedback loop between the circadian clock and cytoskeleton-related processes. How a potential feedback loop between the circadian clock and cytoskeleton–MRTF/SRF may modulate adipocyte biology remains to be explored.

As intracellular actin dynamic and the MRTF/SRF transcriptional response transduce extracellular niche signals (Olson and Nordheim, 2010), a reciprocal interactions between the circadian clock and actin–MRTF/SRF axis may facilitate cellular entrainment and adaptation to cyclic cues within its extracellular microenvironment (Xiong et al., 2022). Little is known to date regarding interactions between circadian clock, extracellular niche, and beige adipocyte development. *Bmal1* deficiency in beige adipocytes, via its regulation of actin cytoskeleton–MRTF/SRF activity, induced the thermogenic program, whereas its overexpression suppressed beigeing with adipocyte hypertrophy. These findings, in aggregate, suggest a possibility that clock modulation of beigeing as we observed may involve the actin–MRTF/SRF cascade determining thermogenic induction and energy storage via adipogenesis in beige precursor cells (McDonald et al., 2015; Lin et al., 2018). Circadian clock exerts temporal coordination of metabolic processes, and its disruption predisposes to the risk for obesity and insulin resistance (Panda et al., 2002; Turek et al., 2005). While MRTF/SRF suppresses beige adipogenesis, recent studies further demonstrated that MRTF/SRF activity was induced in HFD-induced obesity, promoting an adipogenic progenitor fate switch to fibrogenic lineage that predisposes to adipose fibrosis (McDonald et al., 2015; Lin et al., 2018). We found in previous studies that mice subjected to shiftwork developed marked adipocyte hypertrophy with extensive fibrosis in both subcutaneous and visceral fat depots (Xiong et al., 2021). Thus, a clock–actin–MRTF/SRF regulatory pathway may also function in classical WAT to modulate fibrotic changes that could be applicable to obesity or clock disruption-related metabolic diseases. With the wide-spread circadian misalignment of a modern lifestyle, our findings may spur future investigations of potential circadian etiologies involving the clock–MRTF/SRF axis in clock disruption-associated metabolic consequences.

In conclusion, our study identified the clock–actin–MRTF/SRF regulatory axis as an inhibitory mechanism of beige adipocyte development, and clock modulation of beige fat thermogenic capacity contributes to energy homeostasis (Logan et al., 2002; Krueger et al., 2014; Sanchez-Gurmaches et al., 2015). This mechanistic link between clock regulation and beige thermogenic function adds to our current understanding of temporal control in metabolic regulations.

## Materials and methods

### Animals

Mice were maintained in the City of Hope vivarium under a constant 12:12 light/dark cycle, with lights on at 6:00 AM (ZT0). All animal experiments were approved by the Institutional Animal Care & Use Committee (IACUC) of City of Hope. Experimental procedures were carried out in accordance with IACUC approval. *Bmal1*^fl/fl^ and Prx1-Cre transgenic mice were obtained from the Jackson Laboratory (Logan et al., 2002; Storch et al., 2007). Conditional ROSA-26 *Bmal1* knock-in mice were generated via CRISPR-mediated gene targeting by Cyagen Biosciences. The targeted allele is shown in Supplementary Figure S5A. Genotyping primers are listed in Supplementary Table S4. Ambient temperature was set at 21°C. Cold acclimation was performed in 10- to 12-week-old mice at 10°C for 2 weeks using environmental chamber with programmable temperature control (Power Scientifics). Thermoneutral adaptation was carried out for 2 weeks at 30°C. Both male and female mice were used as indicated in the experiments.

### C3H10T1/2 culture, generation of stable cell lines, and beige differentiation

C3H10T1/2 cells were obtained from ATCC, maintained, and differentiated in Dulbecco's modified Eagle medium (DMEM) with 10% fetal bovine serum (FBS), as previously described (Nam et al., 2015b; Liu et al., 2020). Stable lines of *Bmal1* knockdown or overexpression were generated as previously described (Nam et al., 2015b). For beige adipogenic differentiation, induction medium (1.6 μM insulin, 1 μM dexamethasone, 0.5 mM IBMX, 0.5 μM Rosiglitazone, and 1 nM T3) was used for 3 days followed by maintenance medium for 6 days with insulin, Rosi, and T3 (Liu et al., 2020).

### Primary preadipocyte isolation and beige differentiation

The SVFs containing preadipocytes were isolated from subcutaneous or gonadal fat pads, as described (Chatterjee et al., 2013). Briefly, dissected fat pads were cut into small pieces and digested in 0.1% collagenase type 1 in DMEM with 0.8% bovine serum albumin at 37°C in a horizontal shaker for 60 min. The digestion mixture was passed through Nylon mesh and centrifuged to collect the top adipocyte layer and the pellet containing the SVF with preadipocytes. Preadipocytes were cultured in F12/DMEM supplemented with bFGF (2.5 ng/ml), expanded for two passages, and subjected to differentiation in collagen type I-coated 6-well plates at 90% confluency. Beige adipocyte differentiation was induced for 2 days in induction medium (10% FBS, 1.6 μM insulin, 1 μM dexamethasone, 0.5 mM IBMX, 0.5 μM Rosi, and 1 nM T3) before switching to maintenance medium for 4 days (insulin, Rosi, and T3). Jas (0.1 μM) and CCG-1423 (5 μM) were obtained from Cayman Chemicals and added for the entire differentiation time course.

### Oil-red-O, Bodipy, and Mitotracker staining

These staining procedures were performed as previously described (Nam et al., 2015b). Briefly, for Oil-red-O staining, cells were fixed using 10% formalin and 0.5% Oil-red-O solution was incubated for 1 h. Bodipy 493/503 was used at 1 mg/L together with DAPI for 15 min, following 4% paraformaldehyde fixation and permeabilization with 0.2% Triton X-100. Mitotracker Deep Red FM was applied at 100 nM to differentiated adipocytes and incubated for 30 min prior to fixation (Nam et al., 2015a; Liu et al., 2020).

### Immunoblot analysis

Total protein (20–40 μg) was resolved on sodium dodecyl sulfate–polyacrylamide gel electrophoresis followed by immunoblotting after nitrocellulose membrane transfer. Membranes were developed by chemiluminescence (Supersignal; Pierce Biotechnology). Antibodies used are listed in Supplementary Table S1.

### RNA extraction and RT-qPCR analysis

Trizol (Invitrogen) or RNeasy miniprep kits (Qiagen) were used to isolate total RNA from snap-frozen tissues or cells, respectively. cDNA was generated using q-Script cDNA Supermix kit (Quanta Biosciences) and qPCR was performed in triplicate on 7500 Fast Real-Time PCR system (Applied Biosystems) with Perfecta SYBR Green Supermix (Quanta Biosciences). Relative expression levels were determined using the comparative Ct method with normalization to 36B4 as internal control. PCR primer sequences are listed in Supplementary Table S2.

### RNA-seq and computational analysis

RNA-seq reads were aligned with STAR software to the mouse reference genome mm10, and unique reads were quantified using HTSeq-count with GENCODE annotations (Anders et al., 2015). The RNA-seq reads were normalized and log-transformed using limma edgeR packages. *P*-values and the false discovery rate (FDR) were calculated from raw counts using DESeq2 (Love et al., 2014). Fold-change > 1.5, 50% fragments per kilobase of transcript per million mapped reads (FPKM) >0.1, unadjusted *P*-value <0.05, and FDR < 0.25 were used as cut-off for differentially expressed genes. 

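At these thresholds 598 genes were higher and 732 lower in iWAT labelled bBMKO than in iWAT labelled bBMCtr at ambient temperature, and 1491 were higher and 2022 lower in the cold. With cold, 537 rose and 1738 fell in bBMCtr, and 988 rose and 1917 fell in bBMKO. Averaged over both temperatures, 984 genes were higher and 1767 lower in bBMKO. The interaction of genotype and cold was higher for 26 genes and lower for 92. The genes with the smallest p that were higher in ambient bBMKO include the DNA repair gene Xrcc3 at 1.83 (adjusted p = 0.000142), the imprinted gene Nap1l5 at 3.50 (adjusted p = 0.000142) and the folate transporter gene Slc19a1 at 1.60 (adjusted p = 0.000241). Among those lower were the cartilage matrix gene Crtac1 at −4.15 (adjusted p = 0.000389) and Acsm5, a medium-chain acyl-CoA synthetase, at −1.45 (adjusted p = 0.000535). Xrcc3 and Slc19a1 were higher in cold bBMKO too, at 2.48 (adjusted p = 1.13e-05) and 2.23 (adjusted p = 1.25e-05). With cold in bBMCtr, Zyg11a, Vat1l and the complement gene C7 rose (2.11, 1.75 and 5.32), and the melanosome linker Mlph, the luminal marker Prom1 and the matrix gene Papln fell (−5.32, −3.96 and −2.93). The 3 libraries of one group all lay above or all below the 3 of the other for 21.1% of genes between genotypes at ambient temperature, 56.5% in the cold, 32.1% between temperatures in bBMCtr and 44.0% in bBMKO, where chance gives 10%.

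Scaling by library size alone shifted the median of all genes by −0.121 (log2) between genotypes at ambient temperature, −0.213 in the cold and −0.152 between temperatures in bBMKO. It gave 427 higher and 1164 lower, 762 and 2930, and 593 and 2490 genes in these comparisons, and 565 and 2389 averaged over both temperatures. Limma on the deposited log2 FPKM gave 781 higher and 2650 lower between genotypes in the cold, 616 and 2111 between temperatures in bBMKO and 562 and 1994 averaged over both temperatures. Single libraries moved some counts by more than 1.5 times. Between genotypes at ambient temperature there were 364 higher and 433 lower without bBMCtr replicate 1, 357 and 169 without bBMKO replicate 1, and 1231 lower without bBMCtr replicate 3. With cold in bBMCtr, 843 rose without ambient bBMCtr replicate 1. The 118 genes of the interaction became 1767 without ambient bBMCtr replicate 1, 53 without replicate 2 and 77 without replicate 3 of that group, and 62, 363 and 60 without replicates 1, 2 and 3 of ambient bBMKO. They became 49 and 51 without replicates 1 and 2 of cold bBMCtr, and 74, 62 and 41 without replicates 1, 2 and 3 of cold bBMKO.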

Global analysis heatmaps were produced using heatmap.3 and the gplots package in R, using log2(FPKM + 0.1) values. The Pearson dissimilarity (1–Pearson correlation coefficient) was used as the distance metric for hierarchical clustering of rows and columns. Expression was centered so that each gene had a mean of 0, and centered expression was capped at –3 and 3, for clustering and visualization. RNA-seq dataset was deposited in NCBI GEO GSE183000.

### Hematoxylin–eosin histology and adipocyte size distribution

Adipose tissues were fixed with 10% neutral-buffered formalin for 72 h prior to embedding. Then, 10-μm paraffin sections were cut and processed for hematoxylin–eosin (H&E) staining. Adipocyte size area was measured by outlining the adipocytes, and the average of five representative 10× fields from each mouse was plotted for cross-sectional area distribution as described in Xiong et al. (2021).

### GTT, ITT, and insulin signaling examination

GTT and insulin tolerance test (ITT) were performed as described (Yin et al., 2020). Mice were fasted overnight prior to GTT with indicated doses of glucose administered via intraperitoneal injection. ITT was performed following 4 h of fasting with doses specified. Insulin signaling in adipose tissues was determined at baseline in mice fasted for 4 h, and insulin-stimulated tissues were collected 20 min following intraperitoneal 0.5 U/kg insulin injection.

### Hyperinsuinemic–euglycemic clamp study

The low-dose hyperinsuinemic–euglycemic clamp studies were performed as described (Yin et al., 2020). Mice were cannulated through the right jugular vein, allowed 4 days of recovery, and studied in a conscious state. Briefly, a priming dose (10 μCi) and a constant intravenous dose (0.1 μCi/min) of ^3^H-glucose were infused through the venous canula. Basal glucose production (BGP) was assessed after 50 min of glucose infusion. Mice were then primed with a bolus insulin followed by continuous infusion at 3 mU/kg/min. During this time, glucose was simultaneously infused to maintain a steady level at 100–140 mg/dl. For the analysis of insulin-stimulated glucose tissue uptake, 2-deoxy-D-[1-^14^C] glucose was administered as a bolus 45 min prior to completion of the clamp study. Individual tissues were snap-frozen and ^14^C-glucose uptake was assayed by scintillation counting and calculated from ^14^C-glucose plasma profile fitted with a double exponential curve and tissue content.

### Indirect calorimetry by Comprehensive Laboratory Animal Monitoring

Mice were single housed and acclimated in metabolic cages using the Comprehensive Laboratory Animal Monitoring System (Columbus Instruments), with ad libitum food and water with controlled lighting for 2 days prior to metabolic recording. Metabolic parameters, including oxygen consumption, CO_2_ production, respiratory exchange ratio, ambulatory activity, and food intake were recorded for 5 consecutive days as described in Yin et al. (2020).

### ChIP–qPCR and serum shock

Following formaldehyde fixation, C3H10T1/2 chromatin was sonicated and used for immunoprecipitation with Bmal1 antibody (Abcam AB93806) or IgG using Magna ChIP A/G kit (Millipore), as previously described (Chatterjee et al., 2013). Real-time PCR was carried out in triplicate using primers for Bmal1-binding E- or E’-box elements identified within ±2 kb regulatory regions using TRANSFAC. Primers for *Nr1d1* promoter E-box were used as a positive control, and upstream primers as negative control. Values were expressed as fold enrichment over IgG control normalized to 1% of input. ChIP–qPCR primers are listed in Supplementary Table S3. Serum shock synchronization in C3H10T1/2 was induced by 20% FBS treatment for 2 h following serum starvation overnight as previously described (Chatterjee et al., 2013).

### Statistical analysis

Data are expressed as mean ± standard error of the mean. Statistical analysis was performed using GraphPad Prism. The differences between groups were determined by unpaired two-tailed Student's *t*-test or one-way analysis of variance (ANOVA) with post-hoc pairwise *t*-tests with Bonferroni correction. A minimum of three biological replicates were used to perform statistical analysis. *P*-values ≤ 0.05 were considered statistically significant.

## Supplementary Material

mjac079_Supplemental_File

## Notes

**Author contributions:** X.X., W.L., and R.L.: data curation, formal analysis, methodology, and investigation; V.Y.: data curation, manuscript review and editing, and funding acquisition; K.M.: data curation, formal analysis, project administration, manuscript writing and editing, and funding acquisition.

# Supplementary material for: Circadian clock control of MRTF/SRF pathway suppresses beige adipocyte thermogenic recruitment
**Source:** J Mol Cell Biol. 2022 Dec 29;14(12):mjac079. doi: 10.1093/jmcb/mjac079
**Supplement:** mjac079_Supplemental_File

## Slide 1

Supplemental Figure 1.
A.
*
*
shSC
shBM
BMO/E
pcDNA3
1800
1200
600
0
Cell Area (µm2)
B.
| No. | KEGG Pathway | Number of genes | Adjusted p-value |
| --- | --- | --- | --- |
| 1. | Metabolic pathways | 125 | 1.57e-50 |
| 2. | Pathways in cancer | 43 | 1.19e-20 |
| 3. | MAPK signaling pathway | 36 | 1.37e-17 |
| 4. | Lysosome | 24 | 1.65e-15 |
| 5. | Wnt signaling pathway | 17 | 2.55e-07 |
| 6. | GnRH signaling pathway | 14 | 5.89e-06 |
| 7. | Cytokine-cytokine receptor interaction | 18 | 1.74e-05 |
| 8. | Adherens junction | 10 | 1.74e-05 |
| 9. | VEGF signaling pathway | 10 | 1.82e-05 |
| 10. | Focal adhesion | 16 | 1.94e-05 |
| 11. | Circadian rhythm-mammal | 6 | 2.11e-05 |
| 12. | Protein processing in ER | 14 | 4.07e-05 |
| 13. | Oocyte meiosis | 11 | 7.83e-05 |
| 14. | Regulation of actin cytoskeleton | 15 | 0.0001 |
| 15. | Calcium signaling pathway | 13 | 0.0002 |
C.
Day 7
Day 5
shSC
Vinculin
shBM
D.
Day 5
Day 7
shSC
F-actin/DAPI
shBM
Fig. S1. (A) Quantification of F-actin staining cell area in C3H10T1/2 cells with scrambled control (shSC) and shBmal1 (shBM), or pcDNA3 and Bmal1 cDNA (BMO/E) as shown in Fig. 1A. Each group represent the cell area measured for N=12-15. (B) KEGG pathway analysis of top 15 differentially expressed pathways in shBM vs. shSC C3H10T1/2 mesenchymal stem cells (n=3). (C) Representative images of F-actin staining by phalloidin (red), and (D) vinculin staining (green) at day 5 and 7 of beige adipogenic differentiation in 10T1/2 cells with stable expression of scrambled control shRNA (SC) or shBmal1 (shBM). Scale bar: 100 µM.

## Slide 2

Supplemental Figure 2.
iWAT
B.
A.
 iWAT gWAT
- - + + - - + +
MRTF-B
HSP90
FloxKI
/Prx1-Cre
200 kD
150 kD
 ZT 3 7 11 15 19 23
SRF
MRTF-A
200 kD
MRTF-B
150 kD
HSP90
C.
iWAT
CLOCK/HSP90
1.5
1.0
0.5
0.0
24
0
4
8
12
16
20
ZT
ZT(h) 3 3 7 7 11 11 15 15 19 19 23 23
CLOCK
HSP90
Fig. S2. (A) Immunoblot analysis of SRF, MRTF-A and MTRF-B protein levels in iWAT of 10-12 week old normal wild-type mice at indicated circadian time points across 24 hours (pooled samples of 4-5 mice/time point). (B) Immunoblot analysis of MTRF-B protein levels in iWAT and gWAT of 6-8 week-old Flox control and bBMKI mice at ZT3 (pooled samples of 5-6 mice/lane). (C) Immunoblot analysis of CLOCK protein in iWAT of normal wild-type mice at indicated circadian time points across 24 hours with quantification.

## Slide 3

Supplemental Figure 3.
A.
B.
C.
Total Fat
3
2
1
0
bBMKO
bBMCtr
32
BW
28
gram
24
20
bBMCtr
bBMKO
Fig. S3. (A) Quantification of protein expression of thermogenic gene expression in iWAT of female 8-week-old bBMCtr and bBMKO mice under ambient or cold acclimation as shown in Fig. 3H. (n=pooled sample of 3-4 mice/lane). (B, C) Body weight (B), and NMR analysis of total fat mass (C) in 2-month-old male bBMCtr (n=6) and bBMKO mice (n=7/group).

## Slide 4

Supplemental Figure 4.
C.
A.
B.
Tst
Elovl3
Avpr1a
Ophn1
Cdkn2b
G0s2
Cdkn1a
Arhgap20
Mgst2
Cox8b
Fst
Mkl1
F2r
Cldn1
Srf
Itga9
Synpo2
Ifitm1
Ambient
bBMKO
Ambient
bBMCtr
Col7a1
Fcgbp
Calca
Adamts18
Muc4
Col27a1
Col12a1
Tes
Emid1
Adamts8
Itga2
Mfge8
Sfn
Aplp1
Cldn1
Cdk6
Cd44
Col6a4
Srpx2
Tnfsf11
Cold
bBMKO
Ambient
bBMKO
Cold
 Control
Ambient
Control
2
1
0
-1
-2
z-score
E.
D.
bBMKO
bBMCtr
**
2700000
1800000
900000
0
Integrated Density
(Per cell)
Mkl1
Srf
Ambient
bBMCtr
Ambient bBMKO
Cold bBMCtr
Cold bBMKO
bBMCtr
bBMKO
G.
F.
2
1
0
-1
-2
z-score
Dkkl1
Sh3pxd2b
Insig1
Adig
Atf5
Dusp10
Noct
Wfdc21
Arl4a
Bscl2
Ffar2
Ffar4
Fam57b
Retn
Mrap
Sort1
Wwtr1
Bnip3
Lpin1
Ambient
bBMKO
Cold
bBMKO
Cold
 bBMCtr
Ambient
bBMCtr
25
20
15
10
5
0
Pparg
Cebpa
Cebpb
Fabp4
SVF-bBMCtr
SVF-bBMKO
Adi-bBMCtr
Adi-bBMKO
Rel. mRNA Exp.
H.
600
*
400
Rel. mRNA . Exp.
200
0
D1
D3
D5
Cpt1b
**
80
60
40
*
20
**
0
D1
D3
D5
Acadl
**
150
100
50
*
0
D1
D3
D5
Acadm
40
**
30
20
10
*
0
D1
D3
D5
Cpt2
BMCtr
bBMKO
Figure S4. (A, D & G) Heatmap presentation of DEGs in ECM-related processes (A), Srf and Mkl1 (D), and fat cell differentiation pathway (F) in BMCtr and bBMKO mice iWAT under ambient and cold-acclimation condition. (B, C) Identification of SRF and MRTF-A as upstream regulators of DEG in bBMKO iWAT by IPA analysis (B), with heatmap of MRTF/SRF transcription targets (C). (E) F-actin staining by phalloidin of BMCtr and bBMKO preadipocytes with quantification of fluorescence intensity (n=15). Scale bar: 50µm. (F) RT-qPCR analysis of adipgenic factor expression in isolated SVF and adipocytes from iWAT of in BMCtr and bBMKO mice. (H) RT-qPCR analysis of gene expression at day 1, 3 and 5 of beige differentiation in isolated beige fat SVF from bBMCtr and bBMKO mice (n=3/group). *, **: P≤0.05 or 0.01 by Student’s t test.

## Slide 5

Supplemental Figure 5
A.
E1
E2
B.
C.
bKICtr
bBMKI
*
0.06
0.05
0.04
0.03
BAT Weight(g)
bKICtr
bBMKI
D.
**
**
Dark
Light
20
15
10
5
0
BMCtr
BMKI
40
30
20
10
0
0
12
24
36
48
60
72
84
Hours
Food (g/kg/hr)
Food (g/kg/hr)
BMCtr
BMKI
E.
**
1000
800
600
400
200
0
**
**
Dark
Light
BMCtr
BMKI
1500
1000
500
0
0
12
24
36
48
60
72
84
Hours
Allmeters(m/kg/hr)
Allmeters(m/kg/hr)
BMCtr
BMKI
Figure S5. (A) Schematic representation of the conditional Bmal1 knock-in allele within the ROSA 26 locus. CRISPR-mediated gene targeting was used for targeted insertion of the knock-in construct. The guide RNA sequences used for the ROSA26 targeting were sgRNA: GGCAGGCTTAAAGGCTAACCTGG and sgRNA2 : CTCCAGTCTTTCTAGAAGATGGG. AlphaKnockout bioinformatics program was used to identify targeting guide RNA sequences. Specificity quality scores are 81 for sgRNA1 and 58 for sgRNA2. (B, C) Representative images of H/E histology of brown adipose tissue (BAT, B), and BAT tissue weight (C) of 12-week-old bKICtr (n=9) and bBMKI mice (n=10). (D, E). Average tracing and quantitative analysis of food intake (D) and total activity levels (E) in 12-week-old KICtr (n=7) and bBMKI (n=8) mice. *, **: P≤0.05 or 0.01 by Student’s t test.

## Slide 6

Supplemental Table 1. Primary antibodies list.
| Antibody | Source | Cat# | Dilution |
| --- | --- | --- | --- |
| SRF | Santa Cruz | SC-25290 | 1:1000 |
| MRTF-A (MKL1) | Cell Signaling | 14760 | 1:1000 |
| MRTF-B (MKL2) | Bethyl Laboratories | A302-768A | 1:1000 |
| BMAL1 | Santa Cruz | SC-365645 | 1:1000 |
| CEBPα | Santa Cruz | SC-61 | 1:1000 |
| PPARγ | Santa Cruz | SC-7273 | 1:1000 |
| TBP | Santa Cruz | SC-204 | 1:1000 |
| UCP1 | Millipore | AB3038 | 1:1000 |
| PGC1α | Novus Biologicals | NBP1-04676 | 1:1000 |
| Akt | Cell Signaling | 4691S | 1:1000 |
| phospho-Ser473-Akt | Cell Signaling | 4060S | 1:1000 |
| GFP | Cell Signaling | 2956S | 1:1000 |
| HSP90 | Cell Signaling | 4874S | 1:3000 |
| β-Actin | ThermoFisher | MA5-15739 | 1:3000 |
| GAPDH | ThermoFisher | AM4300 | 1:3000 |

## Slide 7

Supplemental Table 2. Primer sequence for qPCR analysis.

## Slide 8

Supplemental Table 3. Primer sequence for ChIP-qPCR analysis.
| Genes | | Sequences |
| --- | --- | --- |
| Rev-erba | Forward | TGGAGAACTGACCTCACCCT |
| | Reverse | TTTACACTGCTTGTCGCCCA |
| Srf | Forward | GCTAAAGCACAGGCCTGAAA |
| | Reverse | GGCTTTGTAACACCCACGTT |
| Vcl | Forward | GGCTGTGCTGTGAAGAGTCA |
| | Reverse | GGGACCGTGAGACAACCTAA |
| Ctgf | Forward | TGACCCTAGCTCGTCACCTT |
| | Reverse | GCTGCTTTGGAAGGACTCAC |
| Fhl1 | Forward | GTCGGTGGGTCTTTCAGTGT |
| | Reverse | AAGGTGGCCTCTAGCCTCTC |
| Fhl2 | Forward | GGCTTCATTGGGTTGCTTTA |
| | Reverse | TCCCAACTGGAGCCTATGAC |
| Upstream Neg Ctr | Forward | TTCTGGGTGTCAGCCCTATC |
| | Reverse | AAGGCCACTTCGTCCTTTTT |

## Slide 9

Supplemental Table 4. Primer sequence for genotyping of Floxed Bmal1 knock-in allele.
| Genes | | Sequences |
| --- | --- | --- |
| F1 | Forward | CACTTGCTCTCCCAAAGTCGCTC |
| R2 | Reverse | ATACTCCGAGGCGGATCACAA |
| F2 | Forward | AGATGTACTGCCAAGTAGGAAAGTC |

How the deposited data were processed for this re-analysis (not part of the article)

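RNA from inguinal white adipose tissue of 12 mice was sequenced, with 3 mice and 1 library per mouse in each of 4 groups: bBMCtr and bBMKO at ambient temperature and after cold acclimation. Groups and replicates were taken from the sample records and the paper. The authors aligned the reads to mm10 with STAR and used HTSeq-count to make the deposited counts of unique reads per gene on GENCODE annotations. The submitters' processing notes name DESeq2, HTSeq, STAR, edgeR and limma. Versions, the GENCODE release and whether counting used the strand are not given in the sources used here. Reads that paralogs or overlapping genes share, such as those of Acaa1b and Acaa1a, Ces1d and Ces1f, or the Ifitm genes, could have been split or left out in that counting. The deposited log2 values are FPKM with 0.1 added, made by the authors over a library total larger than the summed counts. The authors took p-values from DESeq2.

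From the deposited counts of 24091 genes, the 15413 with an FPKM over 0.1 in at least 50% of the libraries were kept, as in the paper's methods. Every row named a gene, and every column belonged to a known sample. Counts were scaled by TMM and fitted in edgeR 4.0.16 (R 4.3.3) by glmQLFit and glmQLFTest over all 12 libraries with a term for each of the 4 groups. TMM factors lay between 0.8704 and 0.9155 in cold bBMKO and between 0.9738 and 1.1314 elsewhere. The comparisons were bBMKO against bBMCtr at each temperature, cold against ambient in each genotype, the mean of the genotype effects over both temperatures and the interaction of genotype and cold. A gene passed at a fold change over 1.5, an unadjusted p under 0.05 and a Benjamini-Hochberg adjusted p under 0.25. CPM are counts scaled to the TMM-normalized library size, and log2 CPM used a prior count of 2.

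Of 37 gene lists fixed in advance, 36 were tested by camera (limma 3.58.1) at a preset correlation of 0.01, adjusted over the lists of a comparison and called at an adjusted p under 0.05. The lists cover mitochondria, fatty acid and sterol metabolism, lipolysis, thermogenesis, fat cell differentiation, matrix and adhesion, MRTF/SRF targets and actin, the clock, the cell cycle, stress, interferon and hypoxia, markers of other cells in the depot and sex genes. The genes of Supplementary Figure S4A, C and G, chosen by the study on these samples, were also lists. Genes of the mitochondrial genome were not analysed here. Named genes follow a rule: per comparison the 10 higher and 10 lower genes with the smallest p among those whose groups do not overlap and whose higher group has at least 1 CPM, every gene the paper names for this experiment, a fixed set of fat, clock and SRF genes, and per list up to 4 members that passed with the smallest p, or 2 if none passed. Some of these genes are not reported here. Values in the paper's figures had been seen.

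Libraries held 17887795 to 21436282 counts (median 19481002.5). Scd1 had the most counts in each, with 1.135% to 5.026% of the total. The fit was tested on simulated data for the ambient comparison of genotypes with 15413 genes. EdgeR recovered 34.33% of 67 genes changed by 1.5-fold, 79.1% of 67 changed by 2-fold and 96.97% of 66 changed by 4-fold, and called 28 of 15213 unchanged genes. No pair of libraries within a group was a duplicate, with a chi-square per gene of 17.04 to 113.65. Mice are the replicates, so p-values of single genes measure the spread between mice within a group. Those of lists from camera at the preset correlation compare a list's genes with the other genes. They do not measure how the list as a whole varies between mice. Other splits of the libraries called up to 21 lists between genotypes at ambient temperature and 23 in the cold, against 17 and 19 in the real split. Between temperatures they called up to 21 in bBMCtr and 28 in bBMKO, against 21 and 22.

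The alternatives were DESeq2 1.42.0 with its own size factors, RLE factors or library size alone, no filter or edgeR's own filter on low counts, only the 2 compared groups in the fit, limma on the deposited log2 FPKM, a replicate block, each library left out in turn, an adjusted p under 0.05 with no fold change minimum, camera with an estimated correlation, fry, and lists without epithelial members. Mean log2 CPM of mammary, lymphocyte or skeletal muscle markers served as covariates. Other splits of the libraries, all 10 for a comparison of 3 with 3 and 100 drawn for the others, were refitted. The KEGG, Gene Ontology and Ingenuity tests of the paper were not run, and its figures on other assays were not analysed here.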

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

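The test of the sex of the mice and the covariates of lymphocyte and skeletal muscle markers were chosen only after the result was seen. Here bBMCtr and bBMKO stand for libraries labelled bBMCtr and labelled bBMKO, and every direction between genotypes rests on these labels. Arntl was higher in the libraries labelled bBMKO, while the RT-qPCR and immunoblot of the paper show loss of Bmal1 in bBMKO. The Arntl counts cover the whole gene and do not separate a deleted from an intact transcript.

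For the following genes the difference between genotypes was not the same at both temperatures, by edgeR's test of the interaction (the log2 fold change of bBMKO against bBMCtr in the cold minus that at ambient temperature). Sex markers part the temperatures, and mammary luminal markers had a mean log2 CPM of 5.34 to 6.15 in ambient and −0.68 to 0.13 in cold libraries. An interaction with cold cannot be told apart here from one with sex or epithelial content. The desmosomal cadherin gene Dsg2 had an interaction of −5.10 (standard error 0.30, adjusted p = 8.74e-05), from −0.28 at ambient temperature and −5.37 in the cold. Lad1, a basement membrane protein, had −3.61 (adjusted p = 0.000548), from −0.29 and −3.90. Ildr1, a protein of tricellular junctions, had −3.35 (adjusted p = 0.00877), from −0.14 and −3.50, and the cadherin gene Celsr1 had −2.22 (adjusted p = 0.0295), from −0.49 and −2.71. The surface protein gene Ly6d had −5.55 (adjusted p = 0.000449), from 0.50 and −5.05, and Vipr1, a receptor of vasoactive intestinal peptide, −3.46 (adjusted p = 0.0027), from 0.10 and −3.36. Ttc39a had −2.67 (adjusted p = 0.00421), from 0.23 and −2.44, Rab11fip1 of endosome recycling −1.33 (adjusted p = 0.0136), from 0.02 and −1.31, and Tes, a focal adhesion protein, −1.27 (adjusted p = 0.0338). Dkkl1, which the paper lists among genes of differentiation, had −2.89 (adjusted p = 0.0405), from 0.69 and −2.20. Cdkn1a, an inhibitor of the cell cycle, was higher in bBMKO at both temperatures and more so in the cold, with 1.47 (adjusted p = 0.0567), from 2.47 and 3.93. These interactions passed the thresholds without each single library too. Of 100 splits of the libraries, the real one included, 10 called as many genes in the interaction (118 in the real split and at most 5280 in another). A split that exchanges labels at 1 temperature carries the genotype effect into the interaction. These splits therefore cannot decide on chance for the number of genes, which stays open.

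For other genes the call of the interaction changed when single libraries were left out. Arg2, arginase 2, had −2.36 (adjusted p = 0.11), from 0.81 and −1.54, and no longer passed without cold bBMCtr replicate 2 (−2.25) or 3 (−2.22) or cold bBMKO replicate 1 (−2.28) or 3 (−1.99). Slc6a12, a betaine transporter, had 1.33 (adjusted p = 0.0812), from −0.10 and 1.23, and no longer passed without ambient bBMCtr replicate 2 (1.20), cold bBMCtr replicate 1 (1.29) or 2 (1.27) or cold bBMKO replicate 3 (1.21). Col6a4 had −4.29 (adjusted p = 0.122) and no longer passed without ambient bBMCtr replicate 2 (−4.26), cold bBMCtr replicate 1 (−4.26) or 2 (−4.24) or cold bBMKO replicate 3 (−4.17). Dtx4, a ubiquitin ligase, had 1.37 (adjusted p = 0.15), from 1.93 and 3.31. It passed without ambient bBMCtr replicate 1, ambient bBMKO replicate 2 or cold bBMKO replicate 1 but not without any other library (1.22 to 1.46). Calca had 3.67 (adjusted p = 0.151) and passed without ambient bBMCtr replicate 1 or ambient bBMKO replicate 2 or 3 but not without any other library (3.36 to 3.74). The clock gene Npas2 had 1.18 (adjusted p = 0.211) and passed without ambient bBMCtr replicate 1, ambient bBMKO replicate 2 or cold bBMCtr replicate 1 but not without any other (0.97 to 1.26). Col7a1 had 2.71 (adjusted p = 0.246) and passed without ambient bBMCtr replicate 1 or 3 or ambient bBMKO replicate 2 but not without any other (2.59 to 2.88).

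Markers of other tissues and of sex, which the paper does not discuss, separated the libraries. Cold bBMCtr libraries were lower than ambient ones in markers of mammary luminal epithelium, at a median log2 fold change of −6.96. Markers of basal epithelium had −6.98 (−6.23 with the 1 gene at 0 set to 3 counts over the group). Lymphocyte markers were lower in cold bBMKO than in cold bBMCtr, at a median of −5.08. Xist was lower in cold than in ambient bBMCtr, at −10.60, and Ddx3y was at 97.2 CPM in the lowest cold library.

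Mkl1, the gene of MRTF-A, was lower in bBMKO in the cold, and less lymph node RNA or another share of muscle RNA in these libraries is a candidate explanation, since the depot was sequenced whole, with no sort. With the lymphocyte marker mean as a covariate its log2 fold change went from −1.10 (standard error 0.20, adjusted p = 0.00479) to −0.45 (standard error 0.18, adjusted p = 0.219), so the call ended because the effect shrank (−1.31 to −0.45 over 24 alternatives), while the muscle marker mean left −0.86 (standard error 0.15, adjusted p = 0.00584), which argues against muscle RNA as the whole cause. The 2 lymphocyte markers at the highest level were Cd74 (also made by macrophages) and Cd22, at 2126 and 182.8 CPM in cold bBMCtr and 1265 and 4.24 CPM in cold bBMKO, and none of the 21 is in another list or was picked by the study. The S4A genes, lower in ambient bBMKO at a median of −0.80, had −0.88 with the lymphocyte covariate, which argues against lymph node RNA as the whole cause. With the mammary covariate they had −0.84. That covariate pools luminal and basal markers, while the basal mean alone parts the ambient genotypes. It was 4.124, 4.471 and 5.127 in bBMCtr replicates 1 to 3 and 3.694, 3.785 and 3.915 in bBMKO replicates 1 to 3. The pooled covariate therefore cannot decide on basal epithelium, which stays open. Mkl1 at ambient temperature (−0.22 with the lymphocyte and −0.48 with the muscle covariate) had not passed without a covariate. Neither had Srf at ambient temperature (−0.34 and −0.36) or in the cold (−0.29 and −0.30), so the explanations cannot be told apart there. Lymphocyte markers themselves part the genotypes in the cold, so an effect of genotype on lymphocyte content, or on Mkl1 beside it, stays open and untested.

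Collagen and other matrix genes were lower in cold than in ambient bBMCtr libraries, and mammary epithelium or the sex of the mice could account for it. Without members known from epithelium the other matrix genes were still called lower (adjusted p = 7.05e-08), which argues against epithelial RNA as the whole cause, though the call of adhesion genes ended (0.492). Over 26 alternatives the adjusted p of the other matrix genes was 4.66e-12 to 0.405, and the call ended at the upper end, with an estimated correlation. With the mammary marker mean as a covariate they were called higher instead (0.00168, median 1.13), in a fit that extrapolates, because that mean does not overlap between the groups, so a part played by epithelial RNA stays open. Epithelial RNA itself differs: Prlr, Krt19 and Krt18 were at 536, 338 and 271 CPM in ambient and 11.9, 1.17 and 0.452 CPM in cold bBMCtr, while Trf, at 1761 and 1987 CPM, is expressed beyond epithelium, and of the 22 luminal markers the adhesion list holds 3 (Cldn3, Cldn4 and Cldn7), the mesothelial list 1 (Krt19) and the study's lists none. Sex cannot be told apart from temperature, because Xist or the Y-linked genes part the ambient from the cold libraries in all 12. Cold, sex and age, for which the paper gives different values, stay open together.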

How the results depend on the processing

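The covariates of lymphocyte and skeletal muscle markers were chosen only after the result was seen, and all other alternatives were set in advance. Libraries are named by their labels, on which every direction between genotypes rests: labelled bBMKO against labelled bBMCtr. Of the values of single genes, 3962 were counted as kept over all alternatives, 175 no longer passed, 28 passed where they had not and 14 changed sign. The tests of gene lists gave 1628, 101, 41 and 11 in the same order. A change of sign was counted only where the value passed in the main fit or in the alternative. Values that passed in neither were counted as kept, whatever their sign. Mkl1 with cold in bBMCtr, for example, ran from −3.01 to 0.45 and was kept under all 24 alternatives. Of the counts of genes, 233 stayed within 1.5 times and 63 did not. RLE factors and edgeR's own filter on low counts moved no count by more than 1.5 times. In counts simulated for the ambient comparison, edgeR recovered 34.33% of genes changed by 1.5-fold, 79.1% of those changed by 2-fold and 96.97% of those changed by 4-fold. A change of 1.5-fold lies at the fold change minimum itself. The first value therefore reflects that threshold too and does not measure the limit set by depth or by 3 mice per group. The cause of the changes below was not tested, except where fewer libraries or fewer list members entered a test.

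Other splits of the same libraries were compared with the real one. The 6 libraries of a comparison make 10 splits, too few for a share under 0.05. As many genes as in the real split were called in 1 split, the real one, in each of these comparisons: 1330 against at most 1302 between genotypes at ambient temperature, 3513 against 0 in the cold, 2275 against 709 with cold in bBMCtr and 2905 against 0 with cold in bBMKO. The split with 1302 genes sets ambient bBMCtr 1 and 2 and ambient bBMKO 3, the libraries with the most lymphocyte marker RNA, against the other 3. For lists, 4, 3, 2 and 3 splits called as many, with 17, 19, 21 and 22 in the real split and 21, 23, 21 and 28 at most in another. Between genotypes over both temperatures, 1 of 100 splits, the real one, called as many genes (2751 against at most 2535). This share is under 0.05 and argues against chance for that count, but another split came close, so chance is not excluded. For lists, 46 of 100 called as many (17 against at most 26), which does not argue against chance. In the interaction, 10 of 100 splits called as many genes (118 against at most 5280) and 69 of 100 as many lists (12 against at most 26). The split with 5280 genes called 92 over both temperatures, where the real split called 2751. Labels were redrawn within each temperature, so a split that exchanges them at 1 temperature moves the genotype effect into the interaction. These splits therefore cannot decide on chance for the interaction, which stays open.

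With the replicate number as a replicate block, 480 genes were lower between genotypes at ambient temperature and 12 were higher and 45 were lower in the interaction. The numbers do not pair the mice: of 18 pairs of libraries with one number, 8 had deviations from the group means that correlated above 0.1 (from −0.755 to 0.562, median 0.043), and 2 of 12 libraries correlated best with their own number.

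The value in parentheses is an adjusted p after the name of a list and a log2 fold change after that of a gene, and the direction of a list is that of its test statistic. With DESeq2, 101 genes were higher and 187 were lower in the interaction. No longer called were lymphocyte markers (0.351) with cold in bBMCtr. Newly called were collagens (0.0143), adhesion genes (0.0382) and sex genes (0.0257) between genotypes at ambient temperature, and the S4A genes (0.0347) in the interaction. With DESeq2 adjusted over all genes, 99 genes were higher and 187 were lower in the interaction. With scaling by library size alone, 1164 genes were lower between genotypes at ambient temperature, 762 were higher between genotypes in the cold, 593 were higher with cold in bBMKO and 565 were higher between genotypes over both temperatures. The call ended for MRTF/SRF targets (0.128) between genotypes in the cold, and lymphocyte markers (0.0631) between genotypes at ambient temperature. This setting also called Mkl1 (−0.61) between genotypes at ambient temperature, and collagens (0.00764), hypoxia (0.0294) and sex genes (0.0468) between genotypes at ambient temperature. Without a filter on low counts, 17 genes were higher and 88 were lower in the interaction. With only the 2 compared groups in the fit, 372 genes were higher and 246 were lower between genotypes at ambient temperature. This ended the call of Arntl (1.09) between genotypes at ambient temperature, and MRTF/SRF targets (0.0626) between genotypes in the cold. A call was gained for hypoxia (0.0436) between genotypes at ambient temperature. With limma on the deposited log2 FPKM, 781 genes were higher between genotypes in the cold, 616 were higher with cold in bBMKO, 562 were higher between genotypes over both temperatures and 13 were higher and 63 were lower in the interaction. A call was lost for MRTF/SRF targets (0.11) between genotypes in the cold. Newly called were collagens (0.0385) and hypoxia (0.0397) between genotypes at ambient temperature. At an adjusted p under 0.05 and no minimum fold change, 137 genes were lower between genotypes at ambient temperature, 2779 were higher between genotypes in the cold, 1726 were higher with cold in bBMKO, 3123 were higher and 2943 were lower between genotypes over both temperatures and 2 were higher and 22 were lower in the interaction. No longer called were Arntl (1.14) between genotypes at ambient temperature. Without list members known from epithelium, the call ended for collagens (0.062) in the interaction, and adhesion genes (0.492) with cold in bBMCtr. This setting also called collagens (0.0415) between genotypes at ambient temperature.

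With the lymphocyte marker mean as a covariate, which does not overlap between genotypes in the cold, 617 genes were higher and 835 were lower between genotypes in the cold, 551 were higher and 905 were lower between genotypes over both temperatures and 10 were higher and 67 were lower in the interaction. The effects of genotype and cold had r = 0.132 and a covariance of 0.076. This ended the call of Mkl1 (−0.45) between genotypes in the cold, and sterol synthesis (0.106) and lymphocyte markers (0.969) between genotypes at ambient temperature, and collagens (0.136) between genotypes in the cold, and collagens (0.751) and other matrix genes (0.139) in the interaction, and lymphocyte markers (0.688) with cold in bBMCtr. A call was gained for adhesion genes (0.0022), hypoxia (0.0394), basal markers (0.000572), smooth muscle markers (0.000707) and skeletal muscle markers (0.00045) between genotypes at ambient temperature, and adhesion genes (0.00116) between genotypes in the cold, and the S4A genes (0.0499) in the interaction. The direction turned for Cd74 (0.07) between genotypes in the cold, and other matrix genes (0.96) and lymphocyte markers (0.968) between genotypes in the cold. Of these lists, the median kept its sign for other matrix genes (0.03). With the skeletal muscle marker mean, 16 genes were higher and 80 were lower in the interaction. A call was lost for collagens (0.201) in the interaction. Newly called were basal markers (0.0451) between genotypes at ambient temperature. With the mammary marker mean, which does not overlap between temperatures, 45 genes were higher and 8 were lower with cold in bBMCtr, 1519 were higher with cold in bBMKO and 63 were higher and 136 were lower in the interaction. No longer called were the respiratory chain (0.342), fatty acid oxidation (0.543), the S4A genes (0.99) and luminal markers (0.944) with cold in bBMCtr, and fatty acid oxidation (0.341) with cold in bBMKO, and thermogenesis (0.101) between genotypes at ambient temperature, and MRTF/SRF targets (0.13) between genotypes in the cold. This setting also called Mkl1 (−3.61) with cold in bBMKO, and collagens (0.0404) between genotypes at ambient temperature. Directions were opposite for Arntl (−6.46) with cold in bBMKO, and Plin5 (−2.20), Cited1 (0.30), Col9a2 (3.81), Col16a1 (2.10), Col17a1 (4.42), Lum (0.08), Cldn7 (0.18), Fcgbp (0.11), Sfn (0.40), Cnn1 (2.41), Tagln (2.39) and Acta2 (4.63) with cold in bBMCtr, and fatty acid synthesis (0.0438), thermogenesis (0.836), collagens (0.00249), other matrix genes and adhesion genes (0.00168 each), MRTF/SRF targets (0.543), basal markers (0.41), lymphocyte markers (1.79e-11) and smooth muscle markers (9.54e-06) with cold in bBMCtr. Of these lists, the median kept its sign for thermogenesis (0.83) and MRTF/SRF targets (−0.24).

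With camera at an estimated correlation, the call ended for the respiratory chain, mitochondrial translation and lipolysis (0.592 each), the tricarboxylic acid cycle and fatty acid oxidation (0.647 each), fatty acid synthesis (0.648), sterol synthesis (0.677), thermogenesis and lymphocyte markers (0.697 each), fat cell differentiation (0.387), MRTF/SRF targets and E-box clock genes (0.557 each), the S4C genes (0.18), the S4G genes and clock genes of the opposite phase (0.0605 each) and the cell cycle (0.617) between genotypes at ambient temperature. This ended the call of the respiratory chain, fatty acid oxidation, fat cell differentiation, the cell cycle and lymphocyte markers (0.558 each), thermogenesis, lipolysis, collagens and MRTF/SRF targets (0.567 each), other matrix genes (0.662), the S4A genes (0.277) and the S4G genes (0.419) between genotypes in the cold. A call was lost for the respiratory chain (0.647), fatty acid oxidation (0.614), thermogenesis (0.471), lipolysis, collagens, other matrix genes and adhesion genes (0.405 each), MRTF/SRF targets (0.384), the S4A genes and basal markers (0.0624 each), lymphocyte markers (0.668) and smooth muscle markers (0.494) with cold in bBMCtr. No longer called were the respiratory chain, collagens and other matrix genes (0.773 each) in the interaction. The call ended for fatty acid oxidation and lipolysis (0.468 each) with cold in bBMKO. With fry, which tests a list on its own, this ended the call of the respiratory chain, mitochondrial translation and lipolysis (0.0811 each), the tricarboxylic acid cycle (0.188), fatty acid oxidation and the cell cycle (0.163 each), fatty acid synthesis (0.236), sterol synthesis (0.0951), thermogenesis (0.348), MRTF/SRF targets (0.11) and lymphocyte markers (0.439) between genotypes at ambient temperature. A call was lost for the respiratory chain (0.289), fatty acid oxidation (0.137), thermogenesis (0.0607) and lymphocyte markers (0.369) with cold in bBMCtr. No longer called were the respiratory chain, collagens and other matrix genes (0.614 each) in the interaction. The call ended for other matrix genes (0.0688) and MRTF/SRF targets (0.0669) between genotypes in the cold. A call was gained for hypoxia (0.0187) between genotypes at ambient temperature.

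Between the orthogonal mean effects of genotype and cold, the effects of genotype and cold had r = 0.136, a covariance of 0.11, 220 genes higher in both, 344 genes lower in both and 163 genes in opposite directions. Between these with the lymphocyte covariate, the effects of genotype and cold had r = 0.166, a covariance of 0.106 and 376 genes lower in both. Over genes called in either comparison, the effects of genotype and cold had r = 0.122 and a covariance of 0.254.

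With each library left out in turn, the lowest and highest values were the following, with the library left out in parentheses. Between genotypes at ambient temperature, genes higher 357 (ambient bBMKO 1) to 858 (ambient bBMCtr 3) and genes lower 169 (ambient bBMKO 1) to 1231 (ambient bBMCtr 3). With cold in bBMCtr, genes higher 419 (cold bBMCtr 3) to 843 (ambient bBMCtr 1). In the interaction, genes higher 5 (ambient bBMCtr 2) to 652 (ambient bBMCtr 1) and genes lower 35 (cold bBMKO 3) to 1115 (ambient bBMCtr 1). Mkl1 had log2 fold changes of −0.67 (ambient bBMCtr 3) to −0.25 (ambient bBMCtr 1) between genotypes at ambient temperature. Mkl1 had log2 fold changes of −0.88 (ambient bBMCtr 1) to −0.45 (ambient bBMCtr 3) in the interaction. Thermogenesis 0.00396 (ambient bBMKO 2) to 0.143 (ambient bBMKO 1), collagens 0.0168 (ambient bBMCtr 3) to 0.38 (ambient bBMCtr 1), other matrix genes 0.0326 (ambient bBMCtr 1) to 0.988 (cold bBMCtr 2) and adhesion genes 0.000628 (ambient bBMCtr 1) to 0.624 (ambient bBMCtr 3) as the adjusted p between genotypes at ambient temperature. Actin regulation 0.00368 (ambient bBMKO 2) to 0.497 (ambient bBMKO 3), the S4C genes 0.00399 (ambient bBMCtr 1) to 0.0893 (ambient bBMCtr 3), interferon genes 0.000788 (ambient bBMKO 2) to 0.886 (ambient bBMKO 1) and hypoxia 0.0326 (ambient bBMCtr 1) to 0.376 (ambient bBMCtr 3) as the adjusted p between genotypes at ambient temperature. Basal markers 0.00257 (ambient bBMCtr 1) to 0.491 (ambient bBMCtr 3), lymphocyte markers 2.66e-10 (ambient bBMCtr 3) to 0.317 (ambient bBMCtr 1), macrophage markers 4.72e-05 (ambient bBMKO 2) to 0.798 (ambient bBMKO 3) and smooth muscle markers 0.000268 (ambient bBMCtr 1) to 0.732 (ambient bBMCtr 3) as the adjusted p between genotypes at ambient temperature. Skeletal muscle markers 0.00682 (ambient bBMCtr 1) to 0.962 (ambient bBMCtr 2) and sex genes 0.0351 (ambient bBMKO 1) to 0.649 (ambient bBMKO 2) as the adjusted p between genotypes at ambient temperature. Collagens 0.000781 (ambient bBMCtr 1) to 0.116 (cold bBMKO 2) and the S4A genes 0.0255 (cold bBMKO 1) to 0.35 (ambient bBMCtr 1) as the adjusted p in the interaction. MRTF/SRF targets 0.00191 (cold bBMKO 2) to 0.109 (cold bBMKO 1) as the adjusted p between genotypes in the cold. Lymphocyte markers 7.48e-05 (ambient bBMCtr 1) to 0.694 (ambient bBMCtr 3) as the adjusted p with cold in bBMCtr. For the overlap of the effects of genotype and cold, r 0.0681 (ambient bBMCtr 3) to 0.196 (ambient bBMCtr 1), the covariance 0.0496 (ambient bBMCtr 3) to 0.125 (ambient bBMCtr 1), genes higher in both 84 (ambient bBMCtr 1) to 202 (ambient bBMCtr 3) and genes lower in both 72 (ambient bBMCtr 3) to 217 (ambient bBMCtr 1).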

Differences from the paper's values

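The lymphocyte and skeletal muscle covariates named here were chosen after seeing the values. The libraries labelled bBMKO are compared with those labelled bBMCtr, and every direction between genotypes rests on these labels. The number of mice per group, the numerical value set beside the paper's, did not differ.

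The paper states that Bmal1 is lost in bBMKO iWAT by RT-qPCR and immunoblot. Arntl was higher in the libraries labelled bBMKO, at 1.14 at ambient temperature and 1.33 in the cold on the log2 scale. These counts cover the whole gene and do not separate a deleted from an intact transcript, so the measures are unlike. Of the clock targets of Bmal1, Nr1d1 and Dbp were lower at ambient temperature, at −0.90 and −1.45, and the paper reports lower Nr1d1 (Rev-erbα) as well.

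The paper reports matrix and cell adhesion pathways among those most down-regulated in bBMKO iWAT, from a KEGG analysis that was not run here. Camera, in which members of both directions offset each other, is an unlike measure. Of 37 collagen chains, 8 were higher and 7 lower (adjusted p = 0.106), of 68 other matrix genes 7 were higher and 11 lower (adjusted p = 0.975), and of 52 adhesion genes 1 was higher and 8 lower (adjusted p = 0.0816). Of all 15413 genes, 598 were higher and 732 lower. Lower genes thus made up a larger share of each list than of all genes, as did higher genes among collagens and other matrix genes. Adhesion genes were called lower with DESeq2 (0.0382), without ambient bBMCtr replicate 1 (0.000628) and with the lymphocyte covariate chosen after seeing the values (0.0022, and 0.00116 in the cold), with a range of 0.000628 to 0.697 over all alternatives at ambient temperature. Other matrix genes were called lower without ambient bBMCtr replicate 1 (0.0326, range 0.0326 to 0.993). Collagens, which the paper's text does not name, were called higher with DESeq2 (0.0143), with library size alone (0.00764), with limma (0.0385), without ambient bBMCtr replicate 3 (0.0168), with the mammary covariate (0.0404) and without members known from epithelium (0.0415), at medians of −0.09 to 0.10, with a range of 0.00764 to 0.697 over all alternatives. In the cold, collagens and other matrix genes were called higher in bBMKO (adjusted p = 0.00914 and 0.00301), calls that ended with an estimated correlation (adjusted p = 0.567 and 0.662) and with the lymphocyte covariate (adjusted p = 0.136 and 0.96, at medians of 0.07 and 0.03). Among the genes the paper shows in Supplementary Figure S4A, 16 of 19 were lower at ambient temperature, as in the paper.

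The paper describes the effects of cold and of Bmal1 loss on these genes as synergistic. Xist and Y-linked genes part the temperatures in these libraries, so an interaction of genotype with cold is also one with sex. The interaction of the S4A genes was not called (adjusted p = 0.0599), with 2 genes lower and 2 higher. It was called lower with DESeq2 (0.0347), with the lymphocyte covariate chosen after seeing the values (0.0499) and without ambient bBMCtr replicate 3 (0.0391), ambient bBMKO replicate 2 (0.05), cold bBMCtr replicate 3 (0.04) or cold bBMKO replicates 1 (0.0255) or 2 (0.033), with a range of 0.0255 to 0.773.

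The paper states that positive transcriptional targets of MRTF/SRF were down-regulated and refers to Supplementary Figure S4C. Of all 18 genes of that figure, which include Srf and Mkl1 themselves and were not sorted here into positive and other targets, 11 were higher and 5 lower at ambient temperature, and the list was called higher (adjusted p = 0.0166, 0.18 as the adjusted p with an estimated correlation). Textbook targets of MRTF and SRF were called lower, as the paper has it (adjusted p = 0.000322), with 3 of 41 passing, a call that ended with an estimated correlation (adjusted p = 0.557) and with fry (0.11).

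The paper reports Srf and Mkl1 (Mrtf-a) as moderately reduced in bBMKO iWAT at ambient temperature and markedly suppressed by cold, and as not affected by cold in bBMCtr. At ambient temperature Mkl1 had −0.48 and Srf −0.36, and neither passed. Mkl1 passed with scaling by library size alone (−0.61) and without ambient bBMCtr replicate 3 (−0.67) or ambient bBMKO replicate 3 (−0.60), while Srf passed under none of the 24 alternatives. With cold in bBMKO, Mkl1 had −0.41 and Srf −0.25, and neither passed, except Mkl1 with the mammary covariate (−3.61). In cold bBMKO against cold bBMCtr Mkl1 was lower, at −1.10 (−0.45 and not passing with the lymphocyte covariate), and Srf had −0.34. In bBMCtr, Mkl1 had 0.20 and Srf −0.27 with cold, and neither passed, as in the paper.

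The paper reports induction of Cebpb and Pparg in bBMKO iWAT by RT-qPCR. Cebpb had 0.04 (adjusted p = 0.94). Pparg had 0.58 (adjusted p = 0.029), in the paper's direction but under the fold change of 1.5, and passed without a filter on low counts (0.59), with an adjusted p under 0.05 as the sole threshold, with the mammary (0.61) or skeletal muscle covariate (0.60, chosen after seeing the values), and without ambient bBMCtr replicates 2 (0.73) or 3 (0.59), ambient bBMKO replicates 2 (0.62) or 3 (0.65) or cold bBMCtr replicates 1 (0.59) or 2 (0.59).

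The legend of Figure 3D names male mice. Xist was at 1310 CPM or more in every ambient library, and Ddx3y was at 4.53 CPM or less there.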

Other observations

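The covariates of lymphocyte and skeletal muscle markers were chosen only after the result was seen. Here bBMCtr and bBMKO stand for libraries labelled bBMCtr and labelled bBMKO, and every direction between genotypes rests on these labels.

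Genes of the mitotic cell cycle were lower in cold libraries labelled bBMKO than in cold bBMCtr. Of 30 genes, 27 were lower and none was higher (27 when adjusted over the list alone), at a median of −1.87 and an adjusted p of 7.9e-10 from camera (0.558 as the adjusted p with an estimated correlation). Mki67, a marker of dividing cells, went from 64.7 ± 44.5 to 9.67 ± 1.33 CPM (SD, n = 3 mice), a log2 fold change of −2.74 (standard error 0.45, adjusted p = 0.00287) in edgeR. Lymphocyte markers were lower in the same libraries. With their mean as a covariate the list was still called (adjusted p = 1.26e-13, median −2.14), and Mki67 had −3.01. That mean does not overlap between the cold genotypes, so the fit extrapolates and does not exclude a part played by lymphocyte content. Cd74, an antigen presentation gene of B cells and macrophages, had −0.75 (adjusted p = 0.0885) and no longer passed without cold bBMCtr replicate 1 (−0.76) or 2 (−0.64) or cold bBMKO replicate 1 (−0.65) or 3 (−0.67). With cold in bBMCtr the lymphocyte list was called higher at a median of 0.55 and an adjusted p of 0.00384 (0.668 as the adjusted p with an estimated correlation, 0.351 with DESeq2 and 0.694 without ambient bBMCtr replicate 3). None of its genes passed in edgeR, DESeq2 or limma or when adjusted over the list alone, and none had an unadjusted p under 0.05.

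Ucp1, the uncoupling protein of brown and beige fat, varied widely within groups, at 0.583 ± 0.657 CPM in ambient bBMCtr, 13.6 ± 13.1 in ambient bBMKO, 83.4 ± 126 in cold bBMCtr and 669 ± 784 in cold bBMKO (SD, n = 3 mice). It rose with cold in bBMCtr by 7.13 (standard error 2.05, adjusted p = 0.041), a call that ended with the mammary covariate (1.91). Between genotypes it had 4.51 (standard error 1.98, adjusted p = 0.224) at ambient temperature and 3.00 (adjusted p = 0.145) in the cold, of which the first passed. The ambient call ended without ambient bBMCtr replicates 1 (5.99), 2 (4.03) or 3 (4.26), ambient bBMKO replicates 1 (3.53) or 2 (4.57) or cold bBMKO replicate 3 (4.51), with only the 2 ambient groups fitted (4.47), with limma (3.34), without a filter on low counts (4.54) and with the lymphocyte (3.61), skeletal muscle (4.37) or mammary (4.46) covariate. In the cold it passed without cold bBMCtr replicate 3 (5.95) or cold bBMKO replicate 2 (3.55). Cidea, Cebpa, Ppargc1a and Fabp4 did not pass at ambient temperature. Cidea had 0.75 (adjusted p = 0.598) and Cebpa 0.40 (adjusted p = 0.091). Ppargc1a had 0.49 (adjusted p = 0.159) and passed without ambient bBMCtr replicate 2 (0.69) or ambient bBMKO replicate 2 (0.66). Fabp4 had 0.48 (adjusted p = 0.226) and passed without ambient bBMCtr replicate 3 (0.64) or ambient bBMKO replicate 2 (0.64).

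Other lists were not called between genotypes at ambient temperature. Of 10 genes of hypoxia and angiogenesis, 2 rose and none fell (2 when adjusted over the list alone), at a median of 0.21 and an adjusted p of 0.0875. This list was called without ambient bBMCtr replicate 1 (0.0326) or ambient bBMKO replicate 1 (0.0395). Of 9 genes of creatine and calcium cycling, 1 rose, Ckb, and of 16 genes of the unfolded protein response 1, Atf5 (1 and 1 when adjusted over the list alone), with adjusted p of 0.597 and 0.742. Of 12 markers of fibroblasts, 1 rose and 1 fell (adjusted p = 0.975), of 22 luminal markers 1 rose and 2 fell (adjusted p = 0.975), and of 10 basal markers 1 rose and 2 fell (adjusted p = 0.0851, called lower at 0.00257 without ambient bBMCtr replicate 1 and 0.0486 without ambient bBMKO replicate 1), each the same when adjusted over the list alone.

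None of 15 interferon genes (adjusted p = 0.338), 9 markers of Schwann cells and nerves (adjusted p = 0.975), 3 of blood (adjusted p = 0.975), 2 of mesothelium (adjusted p = 0.597) or 17 of skeletal muscle (adjusted p = 0.71) passed at ambient temperature in edgeR, DESeq2 or limma or had an unadjusted p under 0.05. None of 14 macrophage markers passed with any of these tools, with 1 lower at an unadjusted p under 0.05 (adjusted p = 0.567 for the list), and none of 12 endothelial markers, with 2 higher at that p (adjusted p = 0.975). In none of these lists did a gene pass when adjusted over the list alone. Lists called without 1 library were interferon genes, lower without ambient bBMCtr replicate 2 (0.0213) or ambient bBMKO replicate 2 (0.000788), macrophage markers without ambient bBMKO replicate 2 (4.72e-05) and muscle markers without ambient bBMCtr replicate 1 (0.00682). Of 5 sex genes, the 4 on the Y chromosome passed as higher in ambient bBMKO through bBMKO replicate 2 (4 when adjusted over the list alone, 3 in DESeq2, none in limma), with an adjusted p of 0.235 for the list (0.0351 without ambient bBMKO replicate 1).

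A hypothesis is that loss of Bmal1 raises nuclear genes of the respiratory chain in iWAT at ambient temperature, where their median log2 fold change was 0.43 (interquartile 0.38 to 0.51), while muscle RNA, lymph node RNA and the shortness of these genes are technical explanations. With the skeletal muscle marker mean as a covariate the median was 0.44 (adjusted p = 3.98e-17) and with the lymphocyte mean 0.37 (adjusted p = 2.64e-16, and 1.17e-29 to 0.592 over 25 alternatives), which argues against either tissue as the whole cause, and Myh4, Atp2a1 and Acta1, the muscle markers at the highest level, were at 505, 421 and 464 CPM in bBMCtr and 387, 296 and 301 CPM in bBMKO. Of 10000 random lists matched on length and mean expression, 0% had a median as high (median 0.141, highest 0.314), although these genes are short (median 0.727 kb against 3.14 kb for all genes). This argues against gene length as the whole cause. The matched lists lay above the median of all genes (−0.009), so a part played by length or expression level stays open. Their genes were drawn singly and lack the correlation between genes of the real list. None of the 17 muscle markers is in another list or was picked by the study, whereas fat cells express the respiratory chain too, and the list's call ended with an estimated correlation (0.592) and with fry (0.0811). The interaction of the list with cold had a median of 0.32 and an adjusted p of 4.95e-08 (0.773 as the adjusted p with an estimated correlation and 0.614 with fry), with no gene past the thresholds in edgeR, DESeq2 or limma or adjusted over the list alone and 4 higher at an unadjusted p under 0.05.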
